# A glucose-supplemented diet enhances gut barrier integrity in *Drosophila*

**DOI:** 10.1242/bio.056515

**Published:** 2021-03-08

**Authors:** Anthony Galenza, Edan Foley

**Keywords:** Aging, *Drosophila melanogaster*, Longevity, Glucose, Tight Junctions

## Abstract

Dietary intervention has received considerable attention as an approach to extend lifespan and improve aging. However, questions remain regarding optimal dietary regimes and underlying mechanisms of lifespan extension. Here, we asked how an increase of glucose in a chemically defined diet extends the lifespan of adult *Drosophila* *melanogaster*. We showed that glucose-dependent lifespan extension is not a result of diminished caloric intake, or changes to systemic insulin activity, two commonly studied mechanisms of lifespan extension. Instead, we found that flies raised on glucose-supplemented food increased the expression of cell-adhesion genes, delaying age-dependent loss of intestinal barrier integrity. Furthermore, we showed that chemical disruption of the gut barrier negated the lifespan extension associated with glucose treatment, suggesting that glucose-supplemented food prolongs adult viability by enhancing the intestinal barrier. We believe our data contribute to understanding intestinal homeostasis, and may assist efforts to develop preventative measures that limit effects of aging on health.

## Abstract (precis)

**Summary:** How diet affects lifespan has received much attention. We found that maintenance of intestinal barrier integrity is likely an important factor in glucose-dependent lifespan extension in flies.

## INTRODUCTION

As nutrition has established impacts on health, optimizing feeding regimes to promote healthy aging has received considerable attention (Kalache et al., 2019). Nutritional deficiencies increase risk of developing a number of age-related chronic diseases, but we have limited understanding of dietary interventions that counter age-dependent deterioration of tissue and organ function (Shlisky et al., 2017). Model organisms, including *Drosophila melanogaster*, are excellent tools to study interactions between nutrition and organ function with age (Fontana and Partridge, 2015; Lee et al., 2015; Piper and Partridge, 2017). Flies are a genetically tractable system that uses evolutionarily conserved pathways such as the insulin and TOR responses to control nutrient sensing, acquisition, and use. Importantly, researchers can grow flies on chemically defined holidic media that allow investigators to quantify effects of macronutrients on health and lifespan (Piper et al., 2014). Nutritional geometry work emphasized the importance of relative macronutrient levels for *Drosophila* fitness, and revealed that low protein-to-carbohydrate ratios extend longevity, with maximal benefits at approximately a 1:16 protein:carbohydrate ratio (Lee et al., 2008; Simpson and Raubenheimer, 2009; Solon-Biet et al., 2015). Notably, low protein-to-carbohydrate ratios also extend longevity in mice (Solon-Biet et al., 2014), suggesting a conserved effect of protein-to-carbohydrate ratios on animal lifespan.

Work with flies has provided mechanistic insights into the deleterious consequences of excess carbohydrates (Graham and Pick, 2017). For example, flies raised on a high-sucrose diet (1.0 M compared to 0.15 M controls) have increased weight, alongside elevated triglyceride stores, and insulin resistance (Musselman et al., 2011). High-sucrose treatment (1.0 M compared to 0.15 M controls) reduces *Drosophila* lifespan (Na et al., 2013), even with transient exposure (1.2 M compared to 0.15 M controls) in young adults (Dobson et al., 2017). However, supplementation with water rescues survival during high-sucrose treatment, while weight and insulin activity remain affected, suggesting that dehydration rather than increased sugar levels reduces lifespan (van Dam et al., 2020). Conversely, decreased sucrose supplementation (0–5 mM compared to 50 mM controls) reduces median lifespan in female flies raised on a holidic diet, while higher levels of sucrose (75–100 mM) have no effect (Wu et al., 2020). On a synthetic diet, higher sucrose (5.3% compared to 1.3%) extends median lifespan of *Oregon-R* females (Reis, 2016). Recently, we found that addition of 0.56 M glucose to a holidic medium that contains 0.05 M sucrose extends *Drosophila* lifespan through an unknown mechanism (Galenza et al., 2016). Here, we used a combination of genomic, cellular, and metabolic assays to suggest possible roles for the intestinal epithelial barrier in glucose-dependent extension of longevity.

As flies age, organization of the intestinal epithelium breaks down, and the intestine fails as a barrier to extrinsic factors (Biteau et al., 2008; Choi et al., 2008; Park et al., 2009). Intestinal epithelial deterioration is a consistent characteristic of aging in model organisms, including *C. elegans* (Gelino et al., 2016), zebrafish (Dambroise et al., 2016), mice (Thevaranjan et al., 2017), and even primates (Mitchell et al., 2017). Evidence suggests that the human intestinal barrier also appears to weaken with age (Mabbott, 2015). As nutrition affects both lifespan and barrier integrity, it is possible that diets that extend lifespan, such as those with a low protein-to-carbohydrate ratio, do so, at least in part, through improved intestinal barrier maintenance. However, how sugar affects both the intestinal barrier and lifespan remains poorly understood.

In this study, we found that glucose supplementation extends lifespan without diminishing caloric intake, or lowering systemic insulin activity. Instead, we showed that glucose-supplemented food extends the lifespan of adult *Drosophila* in conjunction with improved intestinal barrier integrity in aging flies. Glucose-treated flies have increased expression of cell junction genes and higher levels of the septate junction protein Coracle localized at intestinal bicellular junctions, and flies raised on glucose-supplemented food maintain barrier function to a later age than their control counterparts. Notably, chemical disruption of the epithelial barrier counters the benefits associated with culture on glucose-supplemented food. Combined, our data implicate regulation of gut barrier integrity in glucose-dependent extension of *Drosophila* longevity.

## RESULTS

### Glucose-supplemented holidic food promotes maintenance of energy stores with age

In a longitudinal study of relationships between nutrition, age, and metabolism, we found that, regardless of genetic background, glucose-supplemented (100 ***g***/L) holidic food extends the lifespan of adult *Drosophila* compared to unmodified holidic food, particularly in males (Galenza et al., 2016). As prolonged consumption of sugar-rich food is typically associated with diminished health and lifespan outcomes, we asked how addition of glucose extends longevity. Before addressing this question, we first tested a range of glucose concentrations to identify the optimal amount required for increased longevity. Specifically, we measured longevity of flies raised on holidic food that we supplemented with 0 to 200 ***g***/L glucose. We found that addition of 50 ***g***/L glucose had the greatest effect, leading to a 27% increase in median lifespan compared to unmodified food (Fig. 1). Thus, for the remainder of this study we determined the effects of holidic food (HF), and 50 ***g***/L glucose-supplemented holidic food (GSF) on health and longevity.

**Fig. 1.**
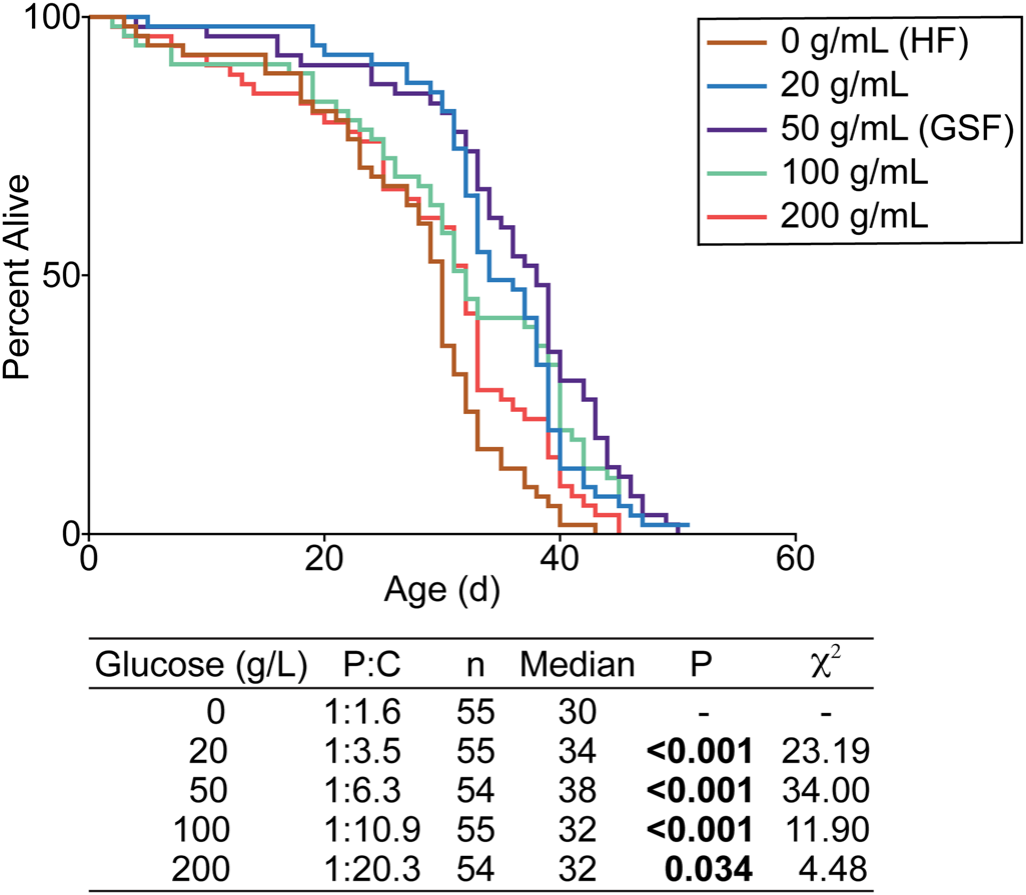
**Longevity of flies raised on holidic food supplemented with increasing glucose amounts.** Survival curve of *w^1118^* flies (*n*=54–55) raised on HF supplemented with glucose ranging from 0 ***g***/L to 200 ***g***/L. Experiment performed with single replicate. Results of log-rank (Mantel–Cox) test of data shown in table.

We then quantified the impact of added glucose on metabolism by comparing weight and macronutrient content in wild-type flies raised on HF or GSF for 20 or 40 days. For each measurement, we performed a two-way ANOVA to analyze the contributions of age and diet to any detected changes. We found no differences in weights between diets at either at day 20 or 40, and weight increased significantly with age on both diets (Fig. 2A). Age did not appear to impact protein levels, and protein levels were not affected by GSF-treatment at either age, though they trended lower in flies raised on GSF compared to HF (Fig. 2B). In contrast, we found that diet significantly affected glucose level, as 40-day-old flies raised on GSF had higher glucose than those raised on HF (Fig. 2C). Age and interactions between age and diet also affected changes in triglycerides (Fig. 2D). For both diets, triglyceride levels declined with age, although the decrease was more pronounced in flies raised on HF than GSF, and GSF-fed flies had significantly more triglyceride by day 40. The effects of GSF-treatment on macronutrients reported here largely align with our previous observations using a higher sample size (*n*=5), where we observed similar effects on weight and glucose levels, though subtle differences exist for protein and triglycerides (Davoodi et al., 2019). In our previous study, we observed that protein levels were reduced significantly with both GSF-treatment and age, and age-dependent triglyceride decreases were more pronounced in flies raised on HF. Despite these differences, our data collectively show that GSF-treatment enhances maintenance of energy stores in older flies.

**Fig. 2.**
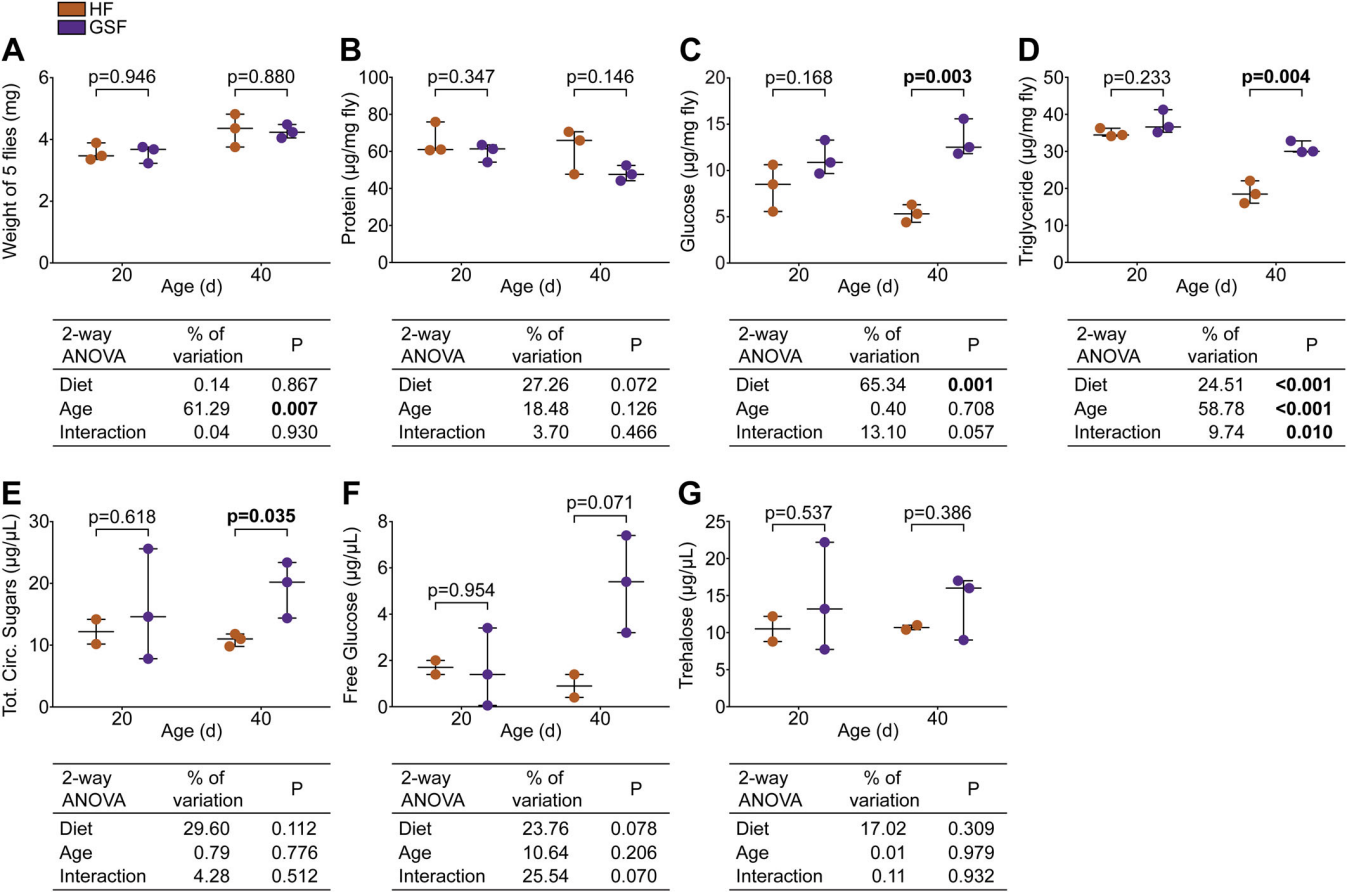
**Glucose-supplemented food promotes maintenance of macronutrients with age.** (A–D) Quantification of (A) weight, (B) protein, (C) glucose, and (D) triglycerides in *w^1118^* flies raised on GSF versus unmodified HF for 20 or 40 days (*n*=3). Each dot represents five flies. (E–G) Quantification of (E) total circulating sugars, (F) free glucose, and (G) trehalose in *w^1118^* flies raised on GSF or HF for 20 or 40 days (*n*=2–3). Statistical significance for (A–G) determined by two-way ANOVA. Further statistical analysis within age groups determined by Student's *t*-test (*P*<0.05).

As GSF elevated total glucose content, we asked if GSF also impacted circulating glucose and trehalose, the primary blood sugar in insects. We found that diet had a mild effect on total circulating sugars, in older flies (Fig. 2E). Focussing on component circulating sugars, this difference is likely attributable to increased free glucose (Fig. 2F), with no detectable effects on trehalose (Fig. 2G). Combined, our data suggest that increased GSF-treatment contributes to the maintenance of energy-rich triglycerides and sugars, particularly as flies age.

### Glucose-supplemented food increases calorie intake

As our flies are fed *ad libitum*, we do not know if GSF-dependent effects on macronutrients are the indirect result of changes in feeding. We consider this an important question to address, as calorie intake and feeding frequency have been associated with lifespan changes in several experimental organisms (Fontana and Partridge, 2015).

To measure feeding frequency, we used the flyPAD (Itskov et al., 2014) to count individual sips; bursts, which are clusters of sips; and bouts, which are clusters of bursts, in flies raised on HF or GSF. For this assay, we raised flies on their respective foods for 20 days, then starved them for 2 h prior to feeding in a flyPAD arena for 1 h. We saw no difference in sips (Fig. 3A), bursts (Fig. 3B), or bouts (Fig. 3C), between flies raised on HF or GSF, suggesting that GSF does not significantly alter feeding behavior over short periods. However, it is worth considering that food contact may not correlate with consumption. To address this and determine if GSF impacts feeding behavior over longer timeframes, we used the capillary feeding (CAFE) assay (Ja et al., 2007), to calculate food consumption across three days. In the CAFE assay, flies are fed through capillary tubes that allow us to quantify liquid food consumption. We raised flies on HF or GSF for 20 days before transfer to the CAFE setup for a 3 day period, where flies were fed a liquid version of their respective food. We found that flies raised on HF consumed a greater volume than those raised on GSF, about a 1.2-fold daily increase (Fig. 3D). Accounting for macronutrient composition, this translates to a 2.3-fold increase in calorie intake for GSF-treated flies compared to HF-treated (Fig. 3E). The increased calorie intake is a result of elevated carbohydrate consumption, as flies raised on GSF consumed approximately 3.2-fold more calories from carbohydrates per day than their counterparts raised on HF (Fig. 3F). Conversely, amino acids provided approximately 20% fewer calories to flies raised on GSF than on HF (Fig. 3G). We note that both the flyPAD and CAFE assays are performed in different conditions than those used for the lifespan studies, so it is worth consideration that these data may not reflect the standard lab conditions used in this study. Nonetheless, our data show that flies raised on GSF consume significantly more calories in the form of carbohydrate, and fewer in the form of protein than flies raised on HF.

**Fig. 3.**
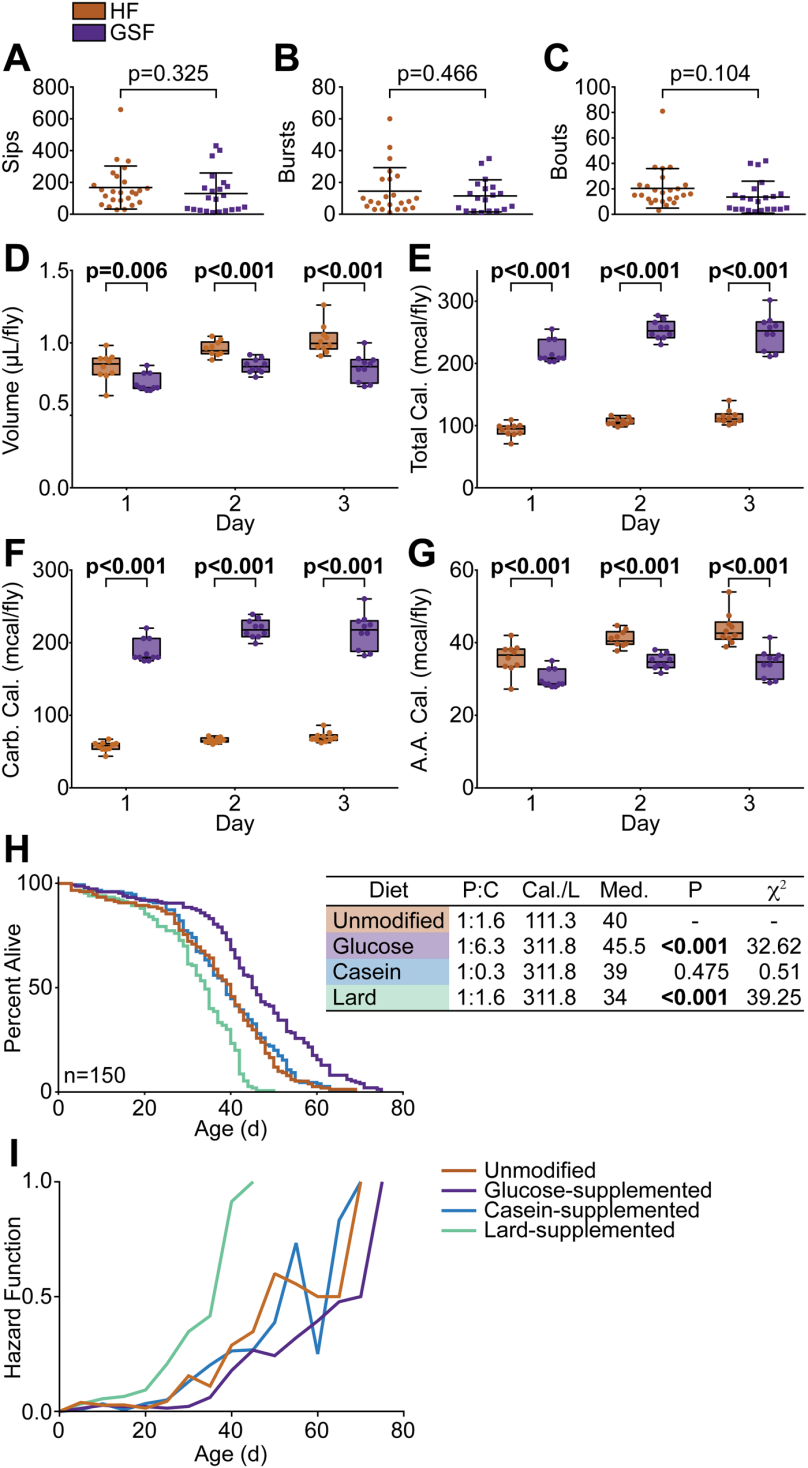
**Glucose-supplemented food increases caloric intake.** (A–C) Quantification of (A) number of sips, (B) feeding bursts, and (C) feeding bouts in 20-day-old *w^1118^* flies raised on GSF or unmodified HF using a flyPAD (*n*=32). (D–G) Quantification of liquid food consumption in 20-day-old *w^1118^* flies raised on GSF versus HF using a CAFE (*n*=10) measuring (D) volume consumed, (E) total calories, (F) calories from carbohydrates, and (G) calories from amino acids (AA). (H–I) (H) Survival curve and (I) hazard function of *w^1118^* flies raised on HF, GSF, casein-supplemented food, or lard-supplemented food (*n*=150). Longevity performed with single replicate. (H) Statistical significance determined by log-rank (Mantel–Cox) test shown in table.

To test if the lifespan extension observed for flies raised on GSF is simply a consequence of feeding adults a higher calorie food, we measured lifespans of flies raised on modified holidic food isocaloric to GSF, where extra energy was provided either from lard, or casein. As expected, flies raised on GSF lived significantly longer than counterparts on HF (Fig. 3H). In contrast, casein-supplemented holidic food had no detectable effects on lifespan, whereas lard-supplemented holidic food shortened lifespan (Fig. 3H), and significantly increased the risk of early death (Fig. 3I). As increased levels of protein often decrease lifespan (Lee et al., 2008; Simpson and Raubenheimer, 2009), it was unexpected that the supplementation with casein had no effect. It is possible that the increased calories from casein offsets the effect of increased protein to carbohydrate ratio on lifespan, although further studies are required to test this hypothesis. However, as lard supplementation decreased lifespan, and protein supplementation had no effect, we conclude that simply adding extra calories to HF is not sufficient to extend longevity, indicating that GSF extends lifespan through a more specific mechanism.

### Glucose-supplemented food extends lifespan independent of insulin activity

As we observed increased total and circulating glucose in flies that we raised on GSF, we wondered what effects GSF has on the insulin pathway, a known modifier of longevity (Clancy et al., 2001; Tatar et al., 2003).

To answer this question, we quantified transcription of the insulin-like peptides (Ilp) *ilp2*, *ilp3*, and *ilp5*, in flies raised on HF or GSF for 20 or 40 days. Expression of *ilp2* and *ilp5* was lower in 40-day-old flies raised on GSF compared to flies raised on HF (Fig. 4A,C), while expression of *ilp3* was unaffected (Fig. 4B). In flies, *ilp* gene expression is complex, and does not necessarily reflect amounts of peptide in storage, or circulation (Park et al., 2014). Therefore, we used an ELISA to quantify total, and circulating amounts of FLAG and HA epitope-tagged Ilp2 (Ilp2-FH) in flies raised on GSF or HF. In this line, Ilp2-FH expression is controlled by the *ilp2* promoter, and accurately reports Ilp2 peptide levels (Park et al., 2014). We observed significantly lower total amounts of Ilp2-FH in GSF-treated flies compared to age-matched HF-treated controls (Fig. 4D). However, we did not detect food-specific effects on levels of circulating Ilp2-FH (Fig. 4E).

**Fig. 4.**
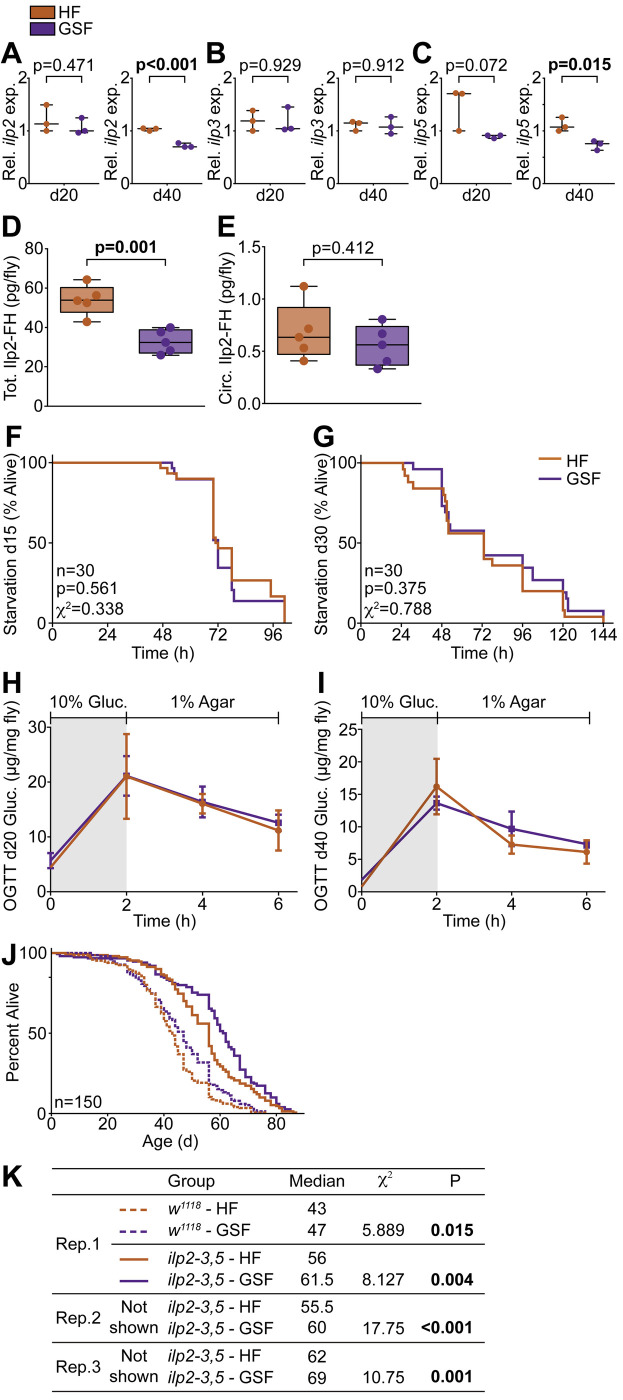
**Glucose-supplemented food extends lifespan independent of systemic insulin activity.** (A–C) Quantification of the relative expression of (A) *ilp2*, (B) *ilp3*, and (C) *ilp5* in *w^1118^* flies raised on GSF versus unmodified HF for 20 or 40 days (*n*=3). (D–E) Quantification of (D) total and (E) circulating Ilp2-FH in *w^1118^* flies raised on GSF versus HF for 20 days (*n*=5). Statistical significance (denoted by asterisk) for (A–E) determined by Student's *t*-test (*P*<0.05). (F–G) Survival curve upon starvation of *w^1118^* flies raised on GSF versus HF for (F) 15 or (G) 30 days (*n*=30). (H,I) Oral glucose tolerance test performed on *w^1118^* flies raised on GSF versus HF for (H) 20 or (I) 40 days (*n*=5). (J,K) Survival curve of *ilp2-3,5* flies raised on GSF versus HF (*n*=150). Longevity assay performed with three replicates, only one shown. Statistical significance for survival curves determined by log-rank (Mantel–Cox) test.

To determine whether GSF-dependent shifts in insulin peptide expression translate into effects on insulin activity, we measured starvation resistance and oral glucose tolerance in flies raised on GSF and HF. In flies, insulin impairs starvation resistance, and improves glucose tolerance. Thus, we expect that any effects of GSF on insulin signaling will have measurable impacts on starvation resistance or glucose tolerance. For starvation assays, we raised flies on HF, or GSF, for 15 or 30 days, and followed survival after switching to nutrient-deficient medium. For both ages, we did not detect food-dependent effects on starvation resistance (Fig. 4F,G). Interestingly, increased triglyceride levels, as observed in GSF-fed flies, typically corresponds with increased starvation resistance (Heier and Kühnlein, 2018), though we did not observe that here.

For the oral glucose tolerance test (OGTT) we raised flies on HF or GSF for 20 or 40 days, followed by a 16 h fast, prior to a 2 h *ad libitum* feed on a 10% glucose medium, followed by re-fasting. We quantified total glucose in flies following the initial fast (0 h), after feeding on 10% glucose (2 h), and twice during the re-fast period (4 h, 6 h). In insulin-sensitive flies, glucose levels rise during feeding, and drop during the fast, due to insulin-dependent stimulation of glucose uptake. We found that flies raised on either food processed glucose with equal efficiency at all time points in both ages (Fig. 4H,I), arguing that GSF does not significantly impair insulin sensitivity as flies age.

Finally, we measured the lifespans of HF and GSF-treated *ilp2-3*, *5* mutant flies. *ilp2-3*, *5* mutants are deficient for systemic insulin signaling, and normally outlive wild-type controls. Thus, if GSF extends lifespan by suppressing systemic insulin activity, we expect that *ilp2-3*, *5* mutants will not benefit from lifelong culture on GSF. As expected, *w^1118^* controls raised on GSF outlived those raised on HF, though not to the same extent as is Fig. 1, likely reflecting inherent variability in lifespan assays. Contrary to our hypothesis, *ilp2-3*, *5* mutants raised on GSF significantly outlived *ilp2-3*, *5* mutants raised on HF (Fig. 4J, K), a phenotype we replicated in three independent assays (Fig. 4K). Thus, although GSF has effects on the expression of two insulin peptide genes, we did not detect GSF-dependent effects on insulin activity, or survival of insulin-deficient flies. As we did not observe a sign of functional insulin defects, we believe our data are most consistent with a hypothesis that that GSF extends life through insulin-independent means.

### Glucose-supplemented food increases expression of intestine-associated cell–cell junction genes

To determine how GSF extends longevity, we used RNA sequencing (RNA-Seq) to compare transcription in whole flies raised on GSF or HF for 20 days. 

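RNA was sequenced from 6 libraries, 3 from flies raised on HF and 3 from flies raised on GSF, which is HF with 50 g/L of added glucose. Each library was made from 5 whole adult male flies kept at 25°C, so transcripts of all tissues were measured together. The authors trimmed the reads, aligned them with HISAT2 and counted them on genes with Rsubread, and the deposited values are these counts per gene, without normalization. Between 51826530 and 66493536 counts per library fell on genes, with a median of 57504428 on HF and 61882386 on GSF. With CPM for counts scaled to 1e+06 per library, 3 counts in a library correspond to between 0.0449 and 0.0583 CPM. Annotated ribosomal RNA genes took between 17.9% and 18.6% of the counts on HF and between 20.6% and 24.6% on GSF. Of the 17737 genes in the files, the 13373 with at least 1 CPM in at least 3 libraries were tested. Counts were normalized by edgeR's TMM method and compared between the diets with edgeR's quasi-likelihood test. Genes with a p under 0.01 and a Benjamini-Hochberg adjusted p (FDR) under 0.05, the thresholds of the paper, were taken as differentially expressed. In simulated counts for the same genes and library sizes, with 200 genes changed 2-fold, this test recovered 195 of them and made 6 false calls. The simulated genes varied independently, without an effect of the replicate number. The first principal component of the log2 CPM values held 50.4% of the variance and separated the diets, and the second held 22.3% and separated the replicate numbers in the same order on both diets. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.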

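Of the genes tested, 267 were higher and 420 were lower in GSF-fed flies than in HF-fed flies with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, 1307 genes were higher and 1324 were lower. In all 687 differentially expressed genes the libraries of the diets did not overlap. Among all tested genes the libraries did not overlap in 3369 (25.2%), where chance gives 10%. A fold change of at least 2 was found for 46 of the higher genes and 48 of the lower genes. With the replicate number as a block in the same test, 910 genes were higher and 872 were lower, and these included all 687. Fewer genes passed in each fit that left out a library, down to 48 higher and 123 lower genes without HF replicate 1 and 54 higher and 68 lower genes without GSF replicate 1. The serine protease gene CG18180 (FBgn0036024, chromosome 3L of BDGP6.54, 9641013 to 9641913) had 122 ± 23.5 CPM (SD, n = 3) on HF and 27.4 ± 9.82 CPM on GSF, a log2 fold change of -2.16 (standard error 0.27, adjusted p = 0.0101 from the same test). The neighbouring gene CG18179, whose reads the counting could have shared with CG18180 where the copies are alike, changed by -2.36 (standard error 0.34, adjusted p = 0.0126). CG14245, on chromosome 3R, changed by -1.78 (standard error 0.12, adjusted p = 0.00363) and stayed between -1.89 and -1.65 with each library left out in turn. CG31089, which shares 305 bp of exon with a gene on the other strand, changed by -2.33 (standard error 0.28, adjusted p = 0.00799) from a level of 1.72 ± 0.53 CPM on HF. These 4 genes were past the threshold in each of the 6 fits that left out a library.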

When we looked at differential gene expression, we found 488 upregulated genes and 555 downregulated genes in GSF-fed flies compared to HF-fed controls (Fig. 5A). Gene ontology analysis of downregulated processes showed that GSF primarily leads to diminished expression of genes required for metabolism, and energy use (Fig. 5B). In particular, we noticed significant decreases in expression of genes involved in gluconeogenesis and lipid catabolism (Fig. 5B), likely a result of the increased availability of glucose as an energy source, and consistent with our observation that flies raised on GSF have elevated triglycerides relative to HF-treated counterparts (Fig. 2D).

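The gene ontology sets behind Fig. 5B are not part of the deposited data, so metabolic genes were read from lists written from general knowledge before the data were examined. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 24 lists that could be tested, and with fry, which keeps the correlation in the data. All 15 genes of carbohydrate digestion, which are maltases, amylases and related enzymes, were lower in GSF-fed flies, 10 of them past the threshold. Their median log2 fold change was -0.76, with adjusted p = 1.37e-12 from camera and 0.00371 from fry. The maltase gene Mal-A3 had 53.1 ± 4.00 CPM (SD, n = 3) on HF and 19.3 ± 5.18 CPM on GSF, a log2 fold change of -1.46 (standard error 0.19, adjusted p = 0.0101 from edgeR's quasi-likelihood test), and passed with each library left out in turn. All 13 glycolytic genes were also lower, 6 of them past the threshold, with a median of -0.31 and adjusted p = 2.11e-08 from camera and 0.00211 from fry. Of these glycolytic genes, 2 passed without HF replicate 3 (Gapdh1 and Pgk), 1 without HF replicate 2 and 0 without any other library, while the median of the list lay between -0.33 and -0.27. The carbohydrate digestion genes that passed were fewest without GSF replicate 1 (3) and GSF replicate 2 (4). Of 12 genes of amino acid breakdown, 11 were lower, with a median of -0.155. None of these 12 passed the threshold, 3 passed with the replicate number as a block and 4 had an unadjusted p under 0.05, and the list passed camera (adjusted p = 0.00344) but not fry (adjusted p = 0.11). With single libraries left out, the median of the carbohydrate digestion list lay between -0.86 and -0.655, and that of the amino acid list moved most, to -0.245 without HF replicate 3 and -0.103 without HF replicate 2.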

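Of 5 genes for enzymes specific to gluconeogenesis, 4 were lower in GSF-fed flies, 3 of them past the threshold. Their median log2 fold change was -0.46, with adjusted p = 1.15e-04 from camera and 0.00967 from fry over the lists tested. With the replicate number as a block, the list passed camera (adjusted p = 0.00171) and not fry (adjusted p = 0.0578). With 1 library left out, 2 of the 5 genes passed, and 3 without GSF replicate 2. Pepck1 (FBgn0003067, chromosome 2R, 18536767 to 18539416), which encodes a phosphoenolpyruvate carboxykinase, had 1189 ± 189 CPM (SD, n = 3) on HF and 408 ± 64.4 CPM on GSF, a log2 fold change of -1.54 (standard error 0.15, adjusted p = 0.00429 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts equal those of CG45087, whose exons overlap it by 2486 bp on the same strand, so the deposited counts do not part the genes. The fructose-1,6-bisphosphatase gene fbp changed by -0.68 (standard error 0.07, adjusted p = 0.00565) and the pyruvate carboxylase gene PCB by -0.37 (standard error 0.07, adjusted p = 0.031). Pepck1 and fbp passed with each library left out in turn, and PCB passed with none left out only (adjusted p between 0.0624 and 0.117 in the fits without a library). Pepck2 changed by -0.46 (standard error 0.11, adjusted p = 0.0537) and passed the threshold with the replicate number as a block (adjusted p = 0.0154) or without GSF replicate 2 (adjusted p = 0.0324). G6P differed by 0.09 (standard error 0.12, adjusted p = 0.783), which is within its error.
Of 28 genes for lipases and fatty acid oxidation, 26 were lower in GSF-fed flies, 16 of them past the threshold and 25 at an unadjusted p under 0.05. The median log2 fold change of this list was -0.40, with adjusted p = 4.60e-17 from camera and 7.10e-04 from fry. The median stayed between -0.41 and -0.37 with each library left out in turn, while between 4 (without GSF replicate 1) and 13 (without HF replicate 3) of the genes passed. The lipase gene CG8093 fell from 61.8 ± 7.90 CPM (SD, n = 3) to 28.1 ± 1.37 CPM, a log2 fold change of -1.14 (standard error 0.10, adjusted p = 0.00375). The lipase gene mag changed by -0.88 (standard error 0.13, adjusted p = 0.0133, and 0.0606 without GSF replicate 1). The triglyceride lipase gene bmm changed by -0.42 (standard error 0.11, adjusted p = 0.0847, 0.0266 with the block and 0.0139 without HF replicate 3), and Hsl differed by 0.055 (standard error 0.07, adjusted p = 0.76).

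**Figure D1:**
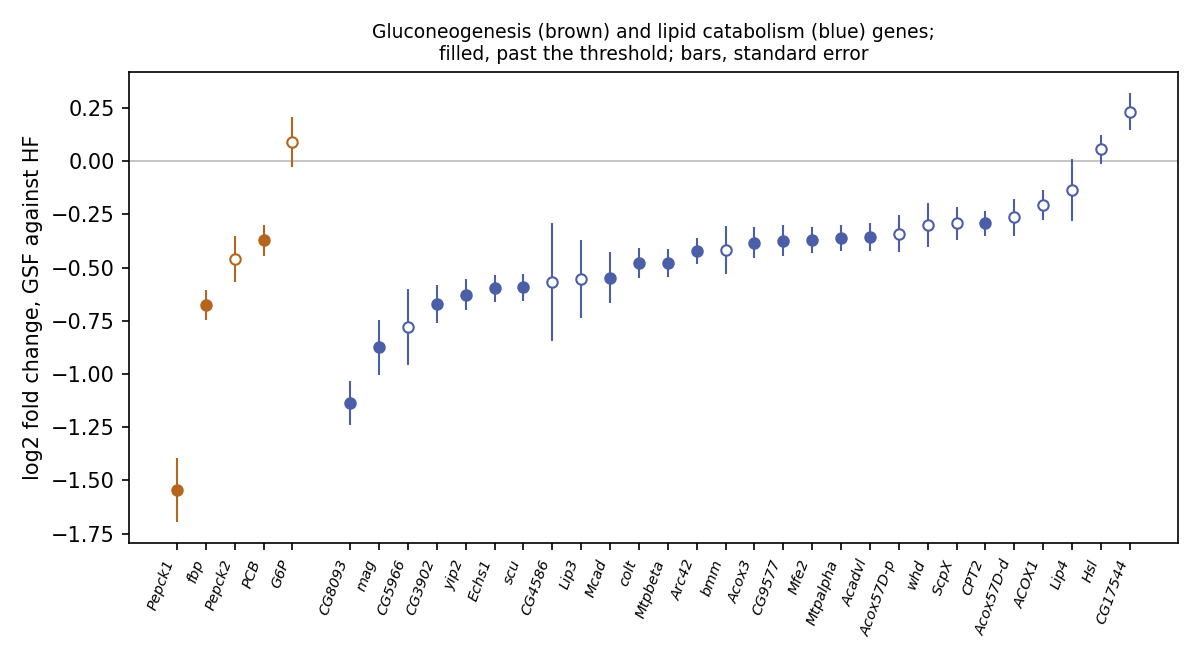
Log2 fold change between GSF and HF (y axis) of each gene of gluconeogenesis (brown) and lipid catabolism (blue), with standard errors as bars, from 3 libraries per diet. Filled points are past the threshold; 4 of 5 and 26 of 28 points lie below 0.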

**Fig. 5.**
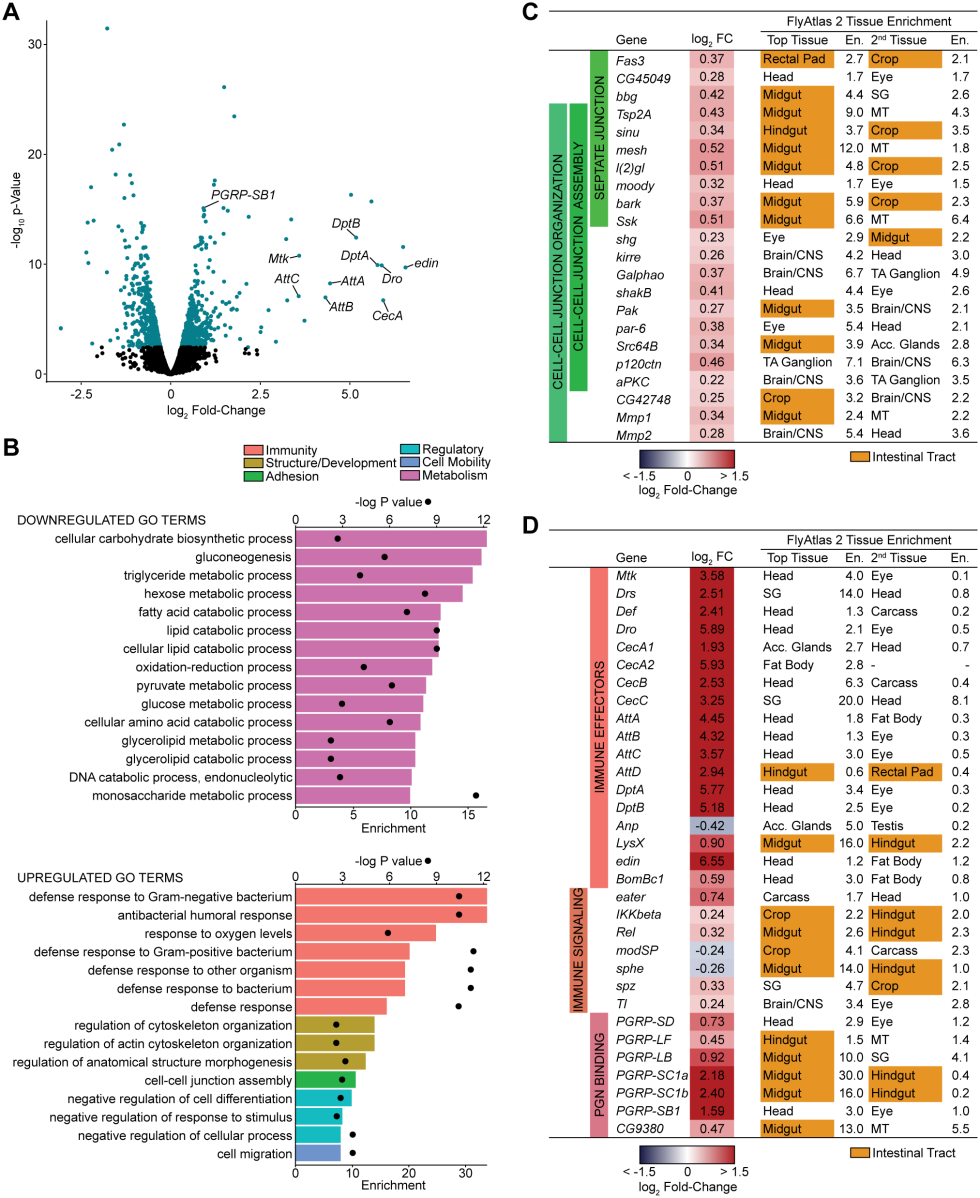
**Glucose-supplemented food increases expression of intestine-associated cell–cell junction genes.** (A) Volcano plot of differentially expressed genes from comparison of flies raised on GSF versus unmodified HF. Each dot represents a single gene. Teal indicates *P*<0.01, FDR <0.05. (B) Gene Ontology (GO) analysis from down- or upregulated differentially expressed genes from comparison of flies raised on GSF versus HF. Bars (bottom x-axis) represent enrichment scores and black circles (top x-axis) represent -logP values for each enriched GO term. (C–D) Differentially expressed (*P*<0.05) (C) cell junction genes or (D) immune-related genes from comparison of flies raised on GSF versus HF. Tissue enrichment is shown for tissues with the first and second highest enrichment scores based on FlyAtlas2 output of these genes.

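The 22 genes of Fig. 5C and 31 of the 32 genes of Fig. 5D were above the filter of 1 CPM in 3 libraries; PGRP-SC1a was below it. At the unadjusted p under 0.05 of the legend, 22 genes of Fig. 5C and 29 of Fig. 5D passed. At the threshold of Fig. 5A, with the adjustment over all genes tested, 6 genes of Fig. 5C (bbg, Galphao, l(2)gl, mesh, p120ctn and par-6) and 14 of Fig. 5D passed. Adjusted over the list alone, 22 and 29 genes had an FDR under 0.05, but this is not independent evidence, since the paper chose the genes on these libraries. With the replicate number as a block, 20 genes of Fig. 5C and 22 of Fig. 5D passed the threshold of Fig. 5A. With single libraries left out, these numbers fell to 0 genes of Fig. 5C without HF replicate 1 or GSF replicate 1, and to 2 genes of Fig. 5D without HF replicate 1 and 3 without GSF replicate 1. In the authors' deposited table of the comparison, the paper's own values put 8 genes of Fig. 5C and 20 of Fig. 5D past the same threshold.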

In contrast to the dominance of metabolic terms among downregulated gene ontologies, we found that GSF enhanced expression of genes involved in a number of distinct cellular processes, including immunity, cell adhesion, and cell mobility (Fig. 5A,B). 

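Immune genes were followed through lists of typical targets of the Imd and Toll pathways, which carry signals from bacterial and fungal wall material. All 19 Imd targets tested were higher in GSF-fed flies, 11 of them past the threshold, with a median log2 fold change of 2.94, and 18 of the 20 listed are also genes of Fig. 5D. The 2 targets outside Fig. 5D had a median of 0.603 and an unadjusted camera p of 0.278, but 2 genes are too few to decide. The list passed camera (adjusted p = 1.37e-12) and not fry (adjusted p = 0.0538), and 1 of its genes passed without HF replicate 1, 3 without GSF replicate 1 and 6 without GSF replicate 3. Of 18 Toll targets, 16 were higher, with a median of 0.37. None of these 18 passed the threshold, 3 passed with the replicate number as a block and 10 had an unadjusted p under 0.05, and the list passed camera (adjusted p = 4.65e-05) and not fry (adjusted p = 0.101). Its median was 0.228, with 1 gene past the threshold, without HF replicate 3; 3 genes passed without HF replicate 2 and 2 without GSF replicate 2. Among the peptidoglycan recognition genes, PGRP-SB1 (FBgn0043578, chromosome 3L, 16727299 to 16727989) rose from 60.3 ± 9.43 CPM (SD, n = 3) on HF to 182 ± 44.5 CPM on GSF, a log2 fold change of 1.59 (standard error 0.19, adjusted p = 0.00789 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PGRP-LB rose by 0.92 (standard error 0.21, adjusted p = 0.0519) and passed the threshold with the replicate number as a block (adjusted p = 0.0213) or without GSF replicate 2 (adjusted p = 0.0392). PGRP-SC1b rose by 2.41 (standard error 0.97, adjusted p = 0.225), and this rested on GSF replicate 1, without which the log2 fold change was 0.305. The phagocytic receptor gene eater rose by 0.74 (standard error 0.10, adjusted p = 0.0119, and 0.0552 without GSF replicate 1), and Rel, the transcription factor of the Imd pathway, by 0.32 (standard error 0.13, adjusted p = 0.222; 0.193 on the log2 scale without HF replicate 3). Of the genes of Fig. 5D tested, 28 were higher in GSF-fed flies and 3 (Anp, modSP and sphe) were lower, which passed with the block (adjusted p = 0.0337, 0.0214 and 0.0276).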

In fact, many of the genes with the highest GSF-dependent changes in gene expression encode antimicrobial peptides such as *attacins* and *diptericins* (Fig. 5A,D). 

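All 14 genes of a list of antimicrobial peptides were higher in GSF-fed flies, 10 of them past the threshold, and all 14 are shown in Fig. 5D. Their median log2 fold change was 3.59, with adjusted p = 2.09e-11 from camera and 0.0515 from fry over the lists tested. Of the 10 genes with the largest rise among those past the threshold, 6 encode attacins, diptericins, cecropins or drosocin, and the first is edin, an immune-induced gene. DptA (FBgn0004240, chromosome 2R, 18865765 to 18866260) rose from 17.7 ± 15.5 CPM (SD, n = 3) on HF to 972 ± 737 CPM on GSF, a log2 fold change of 5.78 (standard error 0.92, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DptB rose by 5.18 (standard error 0.72, adjusted p = 0.0118), AttA by 4.46 (standard error 0.77, adjusted p = 0.0194) and AttC by 3.58 (standard error 0.69, adjusted p = 0.0283). DptB shares 48 bp of exon with CG43109 on the other strand, and AttA and AttB are near copies whose reads the counting could have split. The metchnikowin gene Mtk rose by 3.59 (standard error 0.54, adjusted p = 0.0133). Def and Drs rose by 2.43 and 2.51 without passing the threshold (adjusted p = 0.258 and 0.0868). In 12 of the 14 genes every GSF library lay above every HF library. The GSF libraries differed among themselves, with 13 genes highest in replicate 1 and 14 lowest in replicate 2. Without GSF replicate 1 the median of the list was 3.11, and with single libraries left out it moved most to 4.398, without HF replicate 2. Fewer single genes passed without HF replicate 1, where DptA (adjusted p = 0.0779), DptB (0.0583), AttA (0.0936), AttC (0.119), Mtk (0.0613) and edin (0.0709) did not. Without GSF replicate 1, DptA (0.0561), AttA (0.0643), AttC (0.0841) and Mtk (0.0552) did not, and without GSF replicate 3 AttC (0.061) did not. Def, Drs, AttD and CecA1 depended on GSF replicate 1: without it Def rose by 0.40 in place of 2.43, Drs by 1.41, AttD by 1.249 in place of 2.94, and CecA1 by 1.084 in place of 1.94. Drs and CecA1 passed without GSF replicate 2 (adjusted p = 0.0376 and 0.0308). Of the 14 genes, 0 passed without HF replicate 1, 1 without GSF replicate 1 and 5 without GSF replicate 3.

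**Figure D2:**
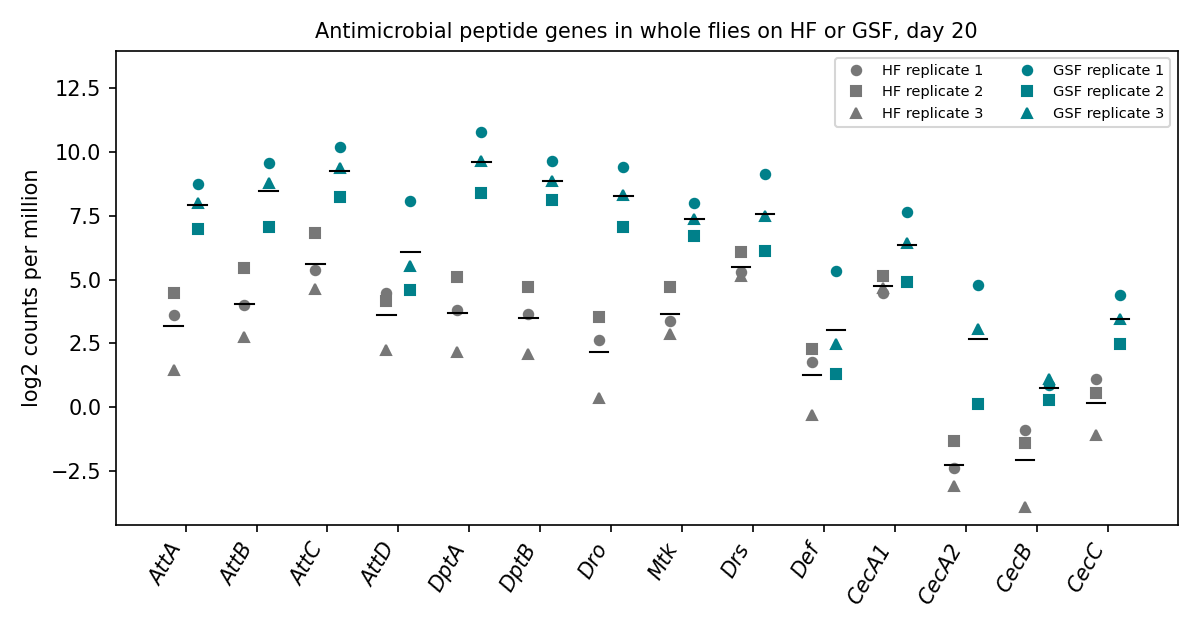
Log2 CPM (y axis) of the 14 antimicrobial peptide genes in each of the 3 HF (grey) and 3 GSF (teal) libraries, with the replicate number as the symbol and the mean of each diet as a line. In 12 genes the GSF points all lie above the HF points.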

While upregulation of immune gene expression may appear unexpected, we observed a similar phenomenon in microarray analysis comparing 10-day-old female flies raised on 100 ***g***/L glucose-supplemented HF to females raised on unmodified HF (Fig. S1). Within the list of enriched gene ontology terms for upregulated genes, we were struck by increased expression of genes associated with cell-cell junctions (Fig. 5B,C). 

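The cell junction genes of Fig. 5C were all higher in GSF-fed flies, with log2 fold changes from 0.22 to 0.52 and a median of 0.35. In 19 of these 22 genes every GSF library lay above every HF library. Chance gives libraries that do not overlap, in either direction, in 10% of genes and the share over all tested genes was 25.2%, but neither is a benchmark here, since the genes were chosen on these libraries. mesh (FBgn0051004, chromosome 3R, 31178389 to 31195762) encodes a transmembrane protein of the smooth septate junctions of the gut. It rose from 396 ± 28.7 CPM (SD, n = 3) on HF to 567 ± 60.5 CPM on GSF, a log2 fold change of 0.52 (standard error 0.10, adjusted p = 0.0275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its partners Ssk and Tsp2A rose by 0.50 (standard error 0.13, adjusted p = 0.0796) and 0.43 (standard error 0.16, adjusted p = 0.187), and passed the threshold with the replicate number as a block (adjusted p = 0.00611 and 0.0235). Without GSF replicate 1 Tsp2A rose by 0.251. A further gene of these junctions, hoka, differed by 0.05 (standard error 0.12, adjusted p = 0.901), and its sign changed without HF replicate 3 (-0.039) and GSF replicate 1 (-0.050). Among the pleated septate and adherens junction genes, l(2)gl rose by 0.51 (standard error 0.07, adjusted p = 0.0118), p120ctn by 0.46 (standard error 0.08, adjusted p = 0.0215) and the cadherin gene shg by 0.22 (standard error 0.07, adjusted p = 0.111). shg passed the threshold with the block (adjusted p = 0.0348). The genes past the threshold lost it when libraries were left out: mesh without HF replicate 1 (adjusted p = 0.109), HF replicate 3 (0.0635), GSF replicate 1 (0.0856) or GSF replicate 2 (0.0897), l(2)gl without HF replicate 1 (0.0566) or GSF replicate 1 (0.0552), and p120ctn without any library but HF replicate 2 (0.0574 to 0.0951). Ssk passed without GSF replicate 3 (0.0476). These fits hold fewer libraries, which alone makes the threshold harder to pass. In them the log2 fold change lay between 0.440 and 0.602 for mesh, 0.467 and 0.563 for l(2)gl, and 0.397 and 0.529 for p120ctn.
Lists of junction genes, written like the metabolic lists without use of these counts, differed in size. The smooth septate junction list, of whose 4 genes 3 are in Fig. 5C, had a median of 0.46 with 4 genes higher, 1 past the threshold (3 with the block), and passed camera (adjusted p = 0.0149) and not fry (adjusted p = 0.112). It did not pass camera without HF replicate 3 (adjusted p = 0.081) or GSF replicate 1 (0.0532). Of 30 septate junction genes, 25 were higher, 2 of them past the threshold and 11 at an unadjusted p under 0.05, with a median of 0.13. Of these 30 genes 7 are in Fig. 5C, and the other 23 had a median of 0.095 with 18 higher. The unadjusted camera p was 0.041 for the other 23 and 2.44e-04 for all 30. All 15 genes of adherens junctions and cell polarity were higher, 2 of them past the threshold, with a median of 0.11, and without the 4 in Fig. 5C the median was 0.099. The unadjusted camera p was 0.0345 without these 4 and 4.18e-04 for all 15. With the block 8 of the septate junction genes and 5 of the adherens junction and polarity genes passed, and without HF replicate 1 or GSF replicate 1 0 of either list did. Of the adherens junction and polarity genes, 2 passed without HF replicate 2 and 0 without any other library, and of the septate junction genes 3 passed without GSF replicate 3 and 1 without HF replicate 3 or GSF replicate 2. The septate junction list and the adherens junction and polarity list passed camera (adjusted p = 5.85e-04 and 9.12e-04) and not fry (adjusted p = 0.177 and 0.101), and for each list 3 of the 10 splits of the 6 libraries, the split by diet included, gave a camera p as small. The septate junction list no longer passed camera without HF replicate 3 (median 0.063, adjusted p = 0.0756), and its median was 0.069 without GSF replicate 2 and 0.235 without HF replicate 1. The adherens junction and polarity list had a median of 0.040 without GSF replicate 2 and 0.163 without GSF replicate 1. Of 7 innexin genes, which form gap junctions, 5 were higher, with a median of 0.04; none passed the threshold, 1 passed with the block and 1 had an unadjusted p under 0.05, and the median lay between 0.029 without GSF replicate 1 and 0.079 without GSF replicate 2. Log2 fold changes rose with the exonic length of genes, and the genes of Fig. 5C are long, with a median of 5586.5 bp against 1881 bp for protein-coding genes. With each library's trend on length removed and the replicate number as a block, an alternative added after the data were seen, the genes of Fig. 5C had a median of 0.26, with 22 higher and 11 past the threshold. From the junction terms among upregulated genes and the expression of such genes in the intestine, the paper proposes as a possibility that GSF affects the organization of the gut epithelial barrier.

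**Figure D3:**
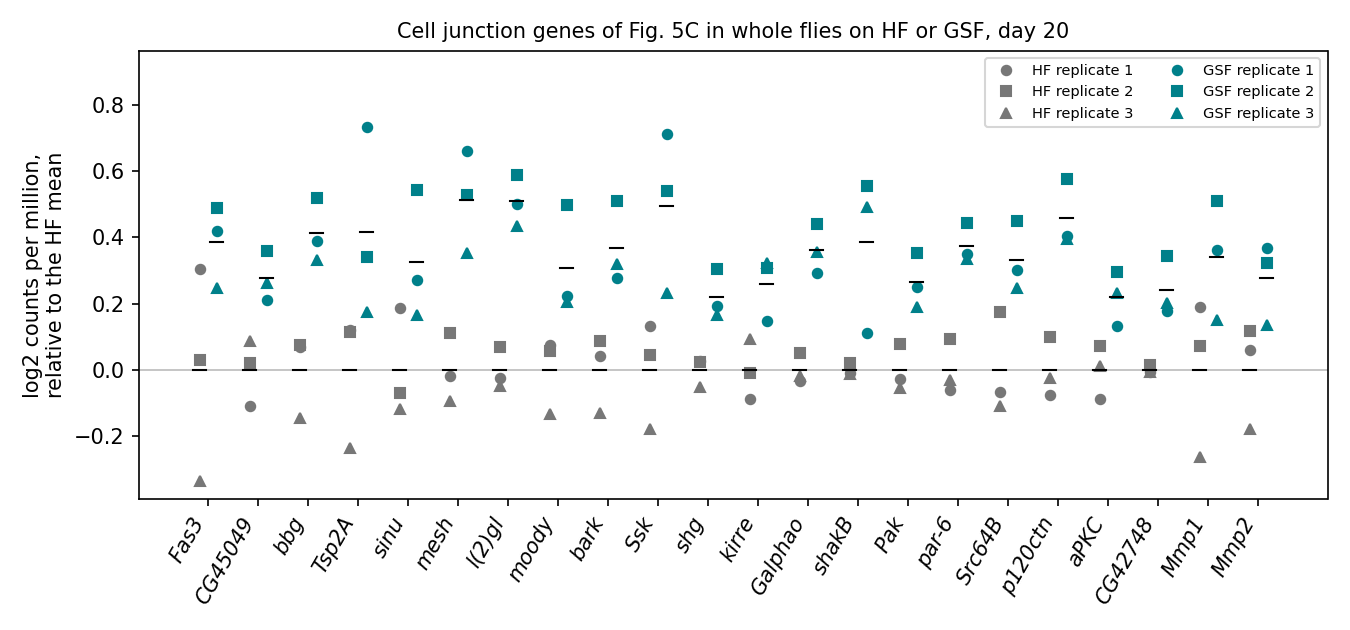
Log2 CPM (y axis), relative to the mean of the HF libraries, of the 22 genes of Fig. 5C in each of the 3 HF (grey) and 3 GSF (teal) libraries, with the replicate number as the symbol and the mean of each diet as a line. In 19 genes the GSF points all lie above the HF points.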

Cell–cell junctions are critical for maintenance of epithelial structures, particularly in the intestinal tract, where epithelial barrier damage is linked to mortality (Rera et al., 2012). When we used the online resource FlyAtlas 2 to identify tissues that prominently express GSF-responsive cell–cell junction genes, we noted that a substantial number are highly expressed in the intestinal tract (Fig. 5C). To confirm this, we compared transcription of representative cell–cell junction genes in whole flies, dissected heads as a control tissue, and dissected intestines. For all genes, we noted enriched expression in the intestinal tract relative to whole flies, or dissected heads (Fig. S2), raising the possibility that GSF impacts organization of the gut epithelial barrier.

### Glucose-supplemented food improves intestinal barrier integrity

Intestinal barrier integrity deteriorates with age and a weakened barrier is associated with reduced lifespan (Rera et al., 2012). As we observed increased expression of cell–cell junction genes in GSF-treated flies, we asked what effects GSF has on barrier integrity.

The fly gut epithelial barrier is maintained by septate junctions, which are analogous to mammalian tight junctions. Coracle (Cora), a *Drosophila* protein 4.1 homolog, is an essential component of septate junctions. As flies age, Cora and other septate junction proteins partially lose their cell junction localization and accumulate in the cytosol, leading to breaches in the barrier, paracellular leak of lumenal material into interstitial tissue, and ultimately, death (Rera et al., 2012; Resnik-Docampo et al., 2017). To determine effects of GSF on the intestinal barrier, we used immunofluorescence to examine the cellular distribution of Cora in intestines of 40-day-old flies raised on HF or GSF compared to 5-day-old flies raised on HF. The intestines of 5-day-old flies raised on HF contained orderly arrangements of large, polyploid nuclei of absorptive enterocytes, and smaller, evenly spaced nuclei of progenitor cells or secretory enteroendocrine cells (Fig. 6A, Hoechst). At this young age, septate junctions are easily identified as fine margins of Cora staining (Fig. 6A, Coracle). In 40-day-old flies raised on HF, we noted classic hallmarks of age-dependent epithelial degeneration. Specifically, we detected unevenly distributed, large enterocyte nuclei, interspersed by irregular populations of smaller nuclei from progenitor/enteroendocrine cells (Fig. 6A, Hoechst). In addition, we detected cytosolic accumulations of Cora (Fig. 6A, asterisk), including enrichment in punctae (Fig. 6A, arrowhead). In contrast, age-matched intestines of flies raised on GSF looked more similar to younger flies raised on HF, with regularly spaced nuclei (Fig. 6A, Hoechst), while Cora distribution appeared more localized to junctions than in HF-fed samples (Fig. 6A, Coracle). 3D reconstruction of 40-day-old intestines highlighted the difference in Cora localization between flies raised on HF or GSF (Fig. 6B). In flies raised on GSF, Cora retained a reticulated pattern associated with points of cell–cell contact at septate junctions. In contrast, we detected uneven, diffuse Cora distribution in intestines from age-matched flies raised on HF.

**Fig. 6.**
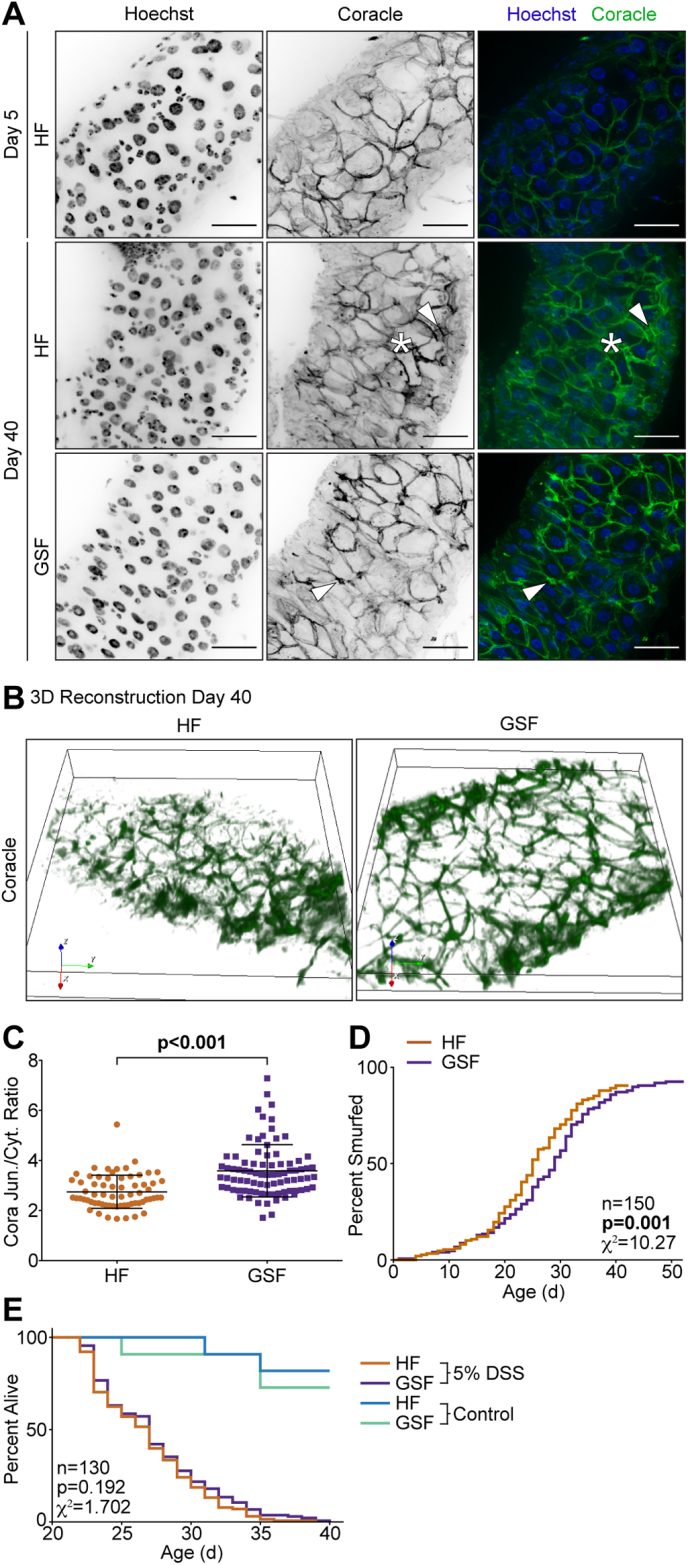
**Glucose-supplemented food improves intestinal barrier integrity.** (A) Immunofluorescent images of the posterior midgut of 5- or 40-day-old *w^1118^* flies raised on unmodified HF or GSF labeling DNA (Hoechst, blue) and Coracle (green). Scale bars, 25 µm. (B) 3D reconstruction images of Coracle in the posterior midgut of 40-day-old *w^1118^* flies raised on HF or GSF. (C) Quantification of Coracle as a ratio of junction to cytoplasm localization in the posterior midgut of 40-day-old *w^1118^* flies raised on HF (*n*=7 guts, 66 cells) or GSF (*n*=8 guts, 84 cells). (D) Measurement of smurfs over time in *w^1118^* flies raised on HF or GSF (*n*=150). (E–F) (E) Experimental design and (F) survival curves of *w^1118^* flies raised on HF or GSF for 20 days, then transferred to food supplemented with 5% dextran sodium sulfate (DSS) (*n*=130) or control food (*n*=10). Survival experiment performed with single replicate. Statistical significance for survival curves determined by log-rank (Mantel–Cox) test.

To quantify food-dependent impacts on subcellular distribution of Cora, we determined the junction to cytosol ratio of Cora in midguts of flies raised on HF or GSF for 40 days. Here, we detected significantly higher junction to cytosol ratios of Cora in 40-day-old GSF-treated flies than in age-matched HF-treated flies (Fig. 6C), supporting the hypothesis that GSF sustains Cora association with septate junctions as flies age.

To test if GSF functionally improves barrier integrity in aged flies, we performed a smurf assay, in which a non-permeable dye, that only crosses the epithelium upon loss of barrier integrity, is added to the food. Flies raised on GSF smurfed significantly later than those on HF (Fig. 6D), confirming enhanced barrier integrity in GSF-treated flies. Finally, we asked if disrupting the epithelial barrier reverts the lifespan benefits associated with GSF. For this experiment, we raised flies on GSF or HF for 20 days, at which point we transferred them to HF or GSF that we supplemented with 5% dextran sodium sulfate (DSS), a detergent that disrupts the gut barrier (Fig. 6E). By increasing intestinal permeability with DSS, we found that flies raised on GSF completely lost their survival advantage (Fig. 6F), perishing at the same time as flies raised on HF, suggesting that GSF-dependent lifespan requires an intact intestinal epithelial barrier.

## DISCUSSION

Aging and age-related diseases pose a growing global challenge. Dietary interventions offer a promising approach to improve aging, but questions remain regarding optimal regimes. Here, we asked how glucose-supplemented food (GSF) extends adult male *Drosophila* longevity. Our data suggest that GSF-dependent lifespan extension is not an effect of lower caloric intake, or systemic insulin activity, two frequently studied regimes of lifespan extension. Instead, we found that flies raised on GSF increased expression of cell junction genes, and had an extended duration of gut barrier function. Furthermore, our work showed that chemical disruption of the intestinal barrier removed the lifespan extension associated with GSF-treatment. Thus, our data are consistent with a hypothesis that GSF prolongs adult viability by maintaining intestinal barrier integrity, although detailed mechanistic studies are required to test this hypothesis.

While we found that glucose supplementation extends lifespan in flies, in contrast, studies in other organisms have found differing effects from glucose. In particular, recent studies using the *Caenorhabditis elegans* model have found mixed outcomes on lifespan from glucose supplementation. Providing *C. elegans* 5–50 mM glucose shortens lifespan (Schlotterer et al., 2009; Schulz et al., 2007). Interestingly, high glucose (2% or 111 mM) treatment in young worms (1–3 days old) reduces lifespan, but beginning glucose treatment after worms are at a post-reproductive age (7 days old) extends lifespan (Lei et al., 2018 preprint). A recent study found a direct effect of glucose metabolism on aging in worms, where glycolysis is detrimental to, and gluconeogenesis is beneficial to healthy aging, though not maximal longevity (Onken et al., 2020). As glucose metabolism is evolutionarily conserved, it will be of interest to explore the role of glycolysis and gluconeogenesis in GSF-dependent lifespan extension in flies and vertebrate models. Likewise, it will be of value to ask if glucose affects intestinal barrier integrity in other models, as we observe in flies.

The epithelial barrier is essential for health and longevity. Occluding junctions, known as tight junctions in vertebrates, or the related septate junctions of invertebrates, allow regulated movement of extracellular material across the epithelium (Zihni et al., 2016). Disrupted expression and localization of tight junction components are observed in Crohn's disease (Zeissig et al., 2007) and sepsis (Yoseph et al., 2016), with the upregulation of pore-forming claudin-2 and downregulation of sealing claudin-5 in both cases. Intestinal permeability also increases with age, as occluding junction proteins are downregulated (Parrish, 2017). In flies, formation and maintenance of septate junction protein complexes relies on several proteins including Mesh (Izumi et al., 2012), Snakeskin (Yanagihashi et al., 2012), and Coracle (Lamb et al., 1998). Similar to vertebrates, disruption of septate junctions affects intestinal health and longevity. For example, loss of Snakeskin alters composition of the gut bacterial community, and upregulation of Snakeskin extends lifespan (Salazar et al., 2018).

Effects of GSF on the intestinal barrier are consistent with literature that linked food intake to intestinal permeability, frequently by targeting occluding junctions (De Santis et al., 2015). For example, the amino acid glutamine has received interest for its therapeutic potential in intestinal health, as glutamine directly and indirectly upregulates tight junction protein levels (Wang et al., 2015). Conversely, gliadin, a component of wheat, increases intestinal permeability in celiac disease by disassembly of tight junctions (Schumann et al., 2017). Gliadin binds CXCR3, inducing a MyD88-dependent release of zonulin. Loss of zonulin weakens tight junctions by altering the localization of junction proteins (Lammers et al., 2008). With their analogous role and many conserved proteins, studying the septate junctions of *Drosophila* will provide a useful *in vivo* model to explore relationships between food and the integrity of occluding junctions.

Although we did not identify the molecular mechanism by which GSF improves intestinal barrier integrity, others have explored the effect of glucose on epithelial barriers. Exposure of human retinal pigment epithelial cells to high glucose (25 mM compared to 5.5 mM) improved barrier function by increased expression of tight junction proteins (Villarroel et al., 2009). Conversely, hyperglycemia in mice, induced by streptozotocin treatment, drives intestinal barrier dysfunction by global transcriptional reprogramming of intestinal epithelial cells, including downregulation of N-glycan biosynthesis genes (Thaiss et al., 2018), a critical pathway for tight junction assembly (Nita-Lazar et al., 2010). Remarkably, treatment with insulin restored the intestinal barrier function of streptozotocin-treated mice, suggesting insulin regulation of barrier integrity through tight junctions. Our data support a mechanism independent of systemic insulin activity, but it is worth consideration in future studies that intestinal insulin expression may regulate barrier integrity.

Changes to protein content of food have documented effects on longevity (Fontana and Partridge, 2015; Mair et al., 2005). Work with yeast, *C. elegans*, and *Drosophila* found that lowering protein levels may extend lifespan in part through reduction in Target of Rapamycin (TOR) activity (Fontana et al., 2010; Kapahi et al., 2010). Though our study was not designed to test interactions between protein and lifespan, our CAFE assay data indicate that flies raised on GSF received 14% of their calories from protein, whereas flies raised on HF received 38% of their calories from protein. A recent study in flies suggests that lowering dietary yeast levels, an effective decrease in protein levels, enhances barrier function via Myc activity in intestinal enterocytes (Akagi et al., 2018). 

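Myc (FBgn0262656, chromosome X, 3373159 to 3391697) had 36.3 ± 4.37 CPM (SD, n = 3) in HF-fed flies and 44.6 ± 7.73 CPM in GSF-fed flies. The log2 fold change was 0.29 (standard error 0.14, adjusted p = 0.308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the diets overlapped. With the replicate number as a block, the log2 fold change was 0.29 (standard error 0.07, adjusted p = 0.0484), which is past the threshold. Over the other scalings, tests, filters and fits without a library, and the block, the adjusted p lay between 0.0484 and 0.639. With each library's trend on gene length removed as well as the block, which was added after the data were seen, the log2 fold change was 0.17 and the adjusted p 0.136. With single libraries left out it lay between 0.18 and 0.42.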

Our RNA-seq data did not uncover differential expression of the *myc* gene in GSF-fed flies. However, we cannot exclude the possibility that GSF may improve barrier integrity in a Myc-dependent manner. 

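Genes of fatty acid and triglyceride synthesis were also lower in GSF-fed flies. All 12 genes of this list had a negative log2 fold change, 6 of them past the threshold, with a median of -0.38 and adjusted p = 4.59e-08 from camera and 0.0121 from fry over the lists tested. The fatty acid synthase gene FASN1 (FBgn0283427, chromosome 2L, 3056598 to 3068177) had 2241 ± 171 CPM (SD, n = 3) on HF and 1512 ± 106 CPM on GSF, a log2 fold change of -0.57 (standard error 0.09, adjusted p = 0.0141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The acetyl-CoA carboxylase gene ACC changed by -0.44 (standard error 0.07, adjusted p = 0.0159). Lsd-1, which encodes a protein of the lipid droplet surface, changed by -0.74 (standard error 0.13, adjusted p = 0.0203). These genes lost the threshold in 4 of the 6 fits without a library, with adjusted p of up to 0.061 for FASN1 (without HF replicate 1), 0.0791 for ACC (without GSF replicate 3) and 0.0858 for Lsd-1 (without GSF replicate 1), while the median of the list stayed between -0.43 and -0.34. Of the 12 genes, 0 passed without GSF replicate 1, 1 without HF replicate 1, HF replicate 2 or GSF replicate 3, and 4 without GSF replicate 2. A smaller share of fat body RNA in the GSF libraries could also lower these genes, and could not be told apart from lower expression.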

Lipid metabolism has been increasingly linked to the aging process in several model organisms (Johnson and Stolzing, 2019), and our RNA-sequencing analysis showed that GSF treatment reduces numerous metabolic genes, including those involved in lipid metabolism. Unexpectedly, increased triglyceride levels in GSF-fed flies failed to protect them against starvation (Heier and Kühnlein, 2018), suggesting that GSF-fed flies may have reduced capacity for lipid mobilization. Collectively, these data emphasize the complexity of interactions between macronutrient availability and host longevity, and indicate the importance of considering effects of Myc, protein and triglyceride on the intestinal barrier.

While we focussed on cell-junction genes in this report, we also observed a striking increase in expression of immune-related genes, particularly antimicrobial peptides, in GSF-treated flies. This was unexpected, as antimicrobial peptide expression increases with age (Pletcher et al., 2002), and promotes intestinal barrier dysfunction (Rera et al., 2012). Selective breeding for long-lived flies reduces age-dependent increase in antimicrobial peptide expression (Fabian et al., 2018). Furthermore, knockdown of individual antimicrobial peptides extends lifespan (Lin et al., 2018). The effect of overexpression of antimicrobial peptides on lifespan may be context-dependent as evidence suggests either detrimental (Badinloo et al., 2018) or beneficial outcomes (Loch et al., 2017). Higher baseline antimicrobial peptide expression in the long-lived GSF-treated flies suggests that the relationship between antimicrobial peptides and lifespan may be complex. As we performed RNA-sequencing on 20-day-old flies, it would be of interest to measure antimicrobial peptide expression in GSF-treated flies across their lifespan to determine changes with age.

While our study suggests that supplementation of glucose to holidic food extends lifespan through enhanced intestinal barrier integrity, it is important to acknowledge that limitations in our study prevent us from establishing a causal mechanism. Disruption of the intestinal barrier through DSS-treatment removed the survival advantage of GSF-fed flies, supporting a role for barrier integrity in GSF-mediated lifespan extension. However, DSS treatment was also detrimental to flies raised on either diet compared to untreated controls. Thus, further studies of how GSF affects the intestinal barrier with interventions that are less harmful will help to provide this mechanistic insight. As we mainly compared two diets in this study, we cannot definitively state whether increased glucose intake, or if an alternative difference between the two diets, such as the protein to carbohydrate ratio or restriction of protein intake, leads to improved barrier integrity and lifespan extension. A thorough, comprehensive study in line with the Geometric Framework for Nutrition will be required to determine if glucose-supplemented food extends lifespan because of its lower protein to carbohydrate ratio relative to unmodified holidic food or reduced protein intake (Lee et al., 2008). Furthermore, while we examined the effect of glucose supplementation, it may be possible that other carbohydrates, such as sucrose or fructose, impact lifespan through a similar mechanism and future studies will be required to investigate this.

In this study, we performed experiments on virgin male flies, though we previously found that 100 ***g***/L glucose-supplemented food also improved lifespan in virgin females (Galenza et al., 2016). Recent reports have revealed distinct sex differences in intestinal physiology, including a higher proliferative rate in intestinal stem cells of females, that could affect the response to dietary interventions (Hudry et al., 2016; Millington and Rideout, 2018). In females, the high nutritional requirements of oogenesis may contribute to these distinct responses compared to males (Wu et al., 2020). The metabolic response to sugar itself is distinct between sexes, as bi-directional communication between male gonads and the proximal intestine drives a male-biased increased expression of sugar metabolism genes in the midgut (Hudry et al., 2019). As we focused on virgin males, it is worth consideration that the lifespan extension associated with glucose supplementation and observed physiological changes may be different in females or mated flies.

This study shows that moderate levels of glucose may extend *Drosophila* lifespan through improved intestinal barrier integrity. In humans, the intestinal barrier deteriorates with age, as well as in chronic diseases such as inflammatory bowel disease. With population aging becoming a growing global concern, further investigation of how dietary components can help maintain intestinal barrier integrity will be essential. We believe that these findings contribute to our understanding of intestinal health and may help efforts to develop preventative measures to limit the effects of aging and disease.

## MATERIALS AND METHODS

### *Drosophila* husbandry

Virgin male *w^1118^* flies were used for all experiments unless otherwise specified. Other fly lines used were *Df(3L)Ilp2-3*,*Ilp5^3^* and *ilp2^1^ gd2HF* (Park et al., 2014). Flies were maintained at 25°C on a 12 h light:12 h dark cycle and flipped to fresh food every 2–3 days. Flies in this study were allowed to develop on BDSC cornmeal food (https://bdsc.indiana.edu/information/recipes/bloomfood.html). Upon emergence, adults were transferred to their respective holidic food. The holidic food (HF) was prepared following the published protocol and recipe using the original amino acid solution (Oaa) at 100 mM biologically available nitrogen (Table S1) (Piper et al., 2014). Variants to this diet included supplementation with either 50 ***g***/L glucose (GSF), 50 ***g***/L casein, or 22.2 ***g***/L lard. For starvation assays, flies were maintained on 1% agar vials.

### Lifespan analysis

Virgin male flies were used for all lifespan studies. Lifespan studies were performed with 30 flies/vial. Flies were maintained at 25°C on a 12 h light:12 h dark cycle in a humidified incubator. Flies were flipped to fresh food every 2–3 days. Deaths were recorded daily.

### Macronutrient assays

Each assay was performed with three biological replicates, consisting of five flies per replicate. Each replicate was weighed and then mashed in 125 µL TET buffer (10 mM Tris, 1 mM EDTA, 0.1% Triton X-100, pH 7.4). Samples were centrifuged to remove cuticle debris. Macronutrient measurements were performed in 96-well plates using commercial kits: DC Protein Assay kit (Bio-Rad, 500-0116), Triglyceride Assay kit (Sigma-Aldrich, TG-5-RB), and Glucose (GO) Assay kit (Sigma-Aldrich, GAGO20). Colorimetric readings were obtained using a microplate spectrophotometer (Molecular Devices, SpectraMax M5).

To measure circulating sugars, each assay was performed with three biological replicates consisting of hemolymph drawn from 15–20 flies per replicate (Tennessen et al., 2014). Flies were carefully pierced in the thorax with a 26G needle and placed in a filter collection tube. Tubes were centrifuged at 9000 ***g*** for 5 min at 4°C yielding at least 1 µl of hemolymph. 1 µl of hemolymph was diluted 1:100 in trehalase buffer (5 mM Tris pH 6.6, 137 mM NaCl, 2.7 mM KCl), and placed in a 70°C water bath for 5 min. Each sample was split into two 50 µl aliquots, one to measure glucose and one to measure trehalose. Trehalase was prepared by diluting 3 µl porcine trehalase (1 UN) in 1 ml trehalase buffer. 50 µl of this trehalase solution was added to one aliquot of each sample while 50 µl trehalase buffer was added to the other, then samples were incubated at 37°C for 24 h. 30 µl of samples and standards were added to a 96-well plate and glucose was measured using the glucose oxidase (GO) assay kits (Sigma-Aldrich, GAGO20). Total circulating sugars was measured from the trehalase-treated sample, free glucose was measured from the untreated sample, and trehalose was calculated as the difference between treated and untreated samples.

### Enzyme-linked immunosorbent assay (ELISA)

To measure total and circulating Ilp2 levels, the *ilp2^1^ gd2HF* fly stock and protocols were provided by Dr Seung K. Kim (Park et al., 2014). Note that a different published protocol for hemolymph extraction was used compared to circulating sugar measurement. Each assay was performed with five biological replicates. To prepare each replicate, the black posterior was removed from ten males, and the remaining bodies were transferred to 60 µl PBS, followed by a 10 min vortex at maximum speed. Tubes were centrifuged at 1000 ***g*** for 1 min, then 50 µl of the supernatant was transferred to a PCR tube as the circulating Ilp2-FH sample. To the tubes with the remaining flies, 500 µl of PBS with 1% Triton X-100 was added, homogenized with a pestle and cordless motor (VWR 47747-370), and followed by a 5 min vortex at maximum speed. These tubes were centrifuged at maximum speed for 5 min, then 50 µL of the supernatant was transferred to a PCR tube, as the total Ilp2-FH sample.

For the ELISA, we used FLAG(GS)HA peptide standards (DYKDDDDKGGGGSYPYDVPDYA amide, 2412 Da: LifeTein LLC). 1 µl of the stock peptide standards (0–10 ng/ml) was added to 50 µl PBS or PBS with 1% Triton X-100. Wells of a Nunc Maxisorp plate (Thermo Scientific 44-2404-21) were coated with 100 µl of anti-FLAG antibody diluted in 0.2 M sodium carbonate/bicarbonate buffer (pH 9.4) to 2.5 µg/ml, then the plate was incubated at 4°C overnight. The plate was washed twice with PBS with 0.2% Tween 20, then blocked with 350 µl of 2% bovine serum albumin in PBS at 4°C overnight. Anti-HA-Peroxidase, High Affinity (clone 3F10) (Roche 12013819001, 25 µg/ml) was diluted in PBS with 2% Tween at a 1:500 dilution. 5 µl of the diluted anti-HA-peroxidase was added to the PCR tubes containing 50 µl of either samples or standards, vortexed, and centrifuged briefly. Following blocking, the plate was washed three times with PBS with 0.2% Tween 20. Samples and standards were transferred to wells of the plate, the plate was sealed with adhesive sealer (BIO-RAD, MSB-1001), and then placed in a humid chamber at 4°C overnight. Samples were removed with an aspirator and the plate was washed with PBS with 0.2% Tween 20 six times. 100 µl 1-Step Ultra TMB – ELISA Substrate (ThermoFisher Scientific 34028) was added to each well and incubated at room temperature for 30 min. The reaction was stopped by adding 100 µl 2 M sulfuric acid and absorbance was measured at 450 nm on a Spectramax M5 (Molecular Devices).

### Consumption assays

Both the flyPAD and the CAFE assays were used to characterize consumption in this study. The fly Proboscis and Activity Detector (flyPAD) records changes in capacitance to detect physical interaction of an individual fly with their food (Itskov et al., 2014). For the flyPAD assay, flies were starved for 2 h prior to the assay. HF and GSF was prepared as described, but with agarose substituted for the agar. Prepared food was melted at 95°C and then maintained at 60°C to facilitate pouring. Individual flies were placed in each flyPAD arena using a mouth aspirator at *n*=32 for each sample. Eating behaviour was recorded for 1 h.

The Capillary Feeder (CAFE) assay allows quantification of ingested liquid food over an extended period (Ja et al., 2007). For the CAFE assay, flies were maintained in empty vials at ten flies per vial with ten vials per sample (*n*=10) and fed liquid food through capillary tubes. To prepare liquid food for this assay, HF and GSF were prepared as described, but without the addition of agar. Flies were fed the liquid version of their respective diets for a period of 3 days. Food consumption was measured every 24 h, and fresh food was provided each day.

### Oral glucose tolerance test (OGTT)

Glucose tolerance was measured using an OGTT (Palu and Thummel, 2016). Each assay was performed with five biological replicates consisting of five flies per replicate. Flies were starved overnight for 16 h on 1% agar, switched to vials containing 10% glucose and 1% agar for 2 h, and then re-starved on vials of 1% agar. Samples were obtained after initial starvation, after 2 h on 10% glucose, and then at both 2 h and 4 h following re-starvation. Samples of five flies were weighed and then mashed in 125 µl TET buffer (10 mM Tris, 1 mM EDTA, 0.1% Triton X-100, pH 7.4). Glucose was measured using the GO assay kits (Sigma-Aldrich, GAGO20).

### RNA isolation and RT-qPCR

To isolate RNA for both RT-qPCR and RNA-seq, samples of five whole flies (or ten dissected heads, thoraxes, or intestines where specified) were homogenized in 250 µl TRIzol, then incubated at room temperature for 5 min. Samples were centrifuged at 12000 ***g*** for 10 min at 4°C. Clear homogenate was transferred to a 1.5 ml Eppendorf tube, then 50 µl of chloroform was added, shaken vigorously for 15 s, and incubated at room temperature for 3 min. Samples were centrifuged at 12,000 ***g*** for 15 min at 4°C. The upper aqueous layer was transferred to a 1.5 ml Eppendorf tube, 125 µl isopropanol was added, then left at −20°C overnight. Samples were centrifuged at 12,000 ***g*** for 10 min at 4°C. The RNA pellet was washed with 500 µl 75% ethanol, centrifuged at 7500 ***g*** for 5 min at 4°C, then allowed to air dry. The RNA pellet was dissolved in RNAse free water, then incubated at 37°C for 30 min with 1 µl DNAse.

For RT-qPCR, the following primers were used in this study: *ilp2* [forward (F): 5′-TCC ACA GTG AAG TTG GCC C-3′, reverse (R): 5′-AGA TAA TCG CGT CGA CCA GG-3′], *ilp3* (F: 5′-AGA GAA CTT TGG ACC CCG TGA A-3′, R: 5′-TGA ACC GAA CTA TCA CTC AAC AGT CT-3′), *ilp5* (F: 5′-GAG GCA CCT TGG GCC TAT TC-3′, R: 5′-CAT GTG GTG AGA TTC GGA GCT A-3′), and *rp49* (F: 5′- AAG AAG CGC ACC AAG CAC TTC ATC-3′, R: 5′-TCT GTT GTC GAT ACC CTT GGG CTT-3′). All RT-qPCR studies were performed with three biological replicates per sample (*n*=3), and relative expression values were calculated using delta–delta Ct calculations. Expression levels were normalized to *rp49*.

### RNA-sequencing analysis

An average of 60 million reads were obtained per biological replicate. Quality check was performed with FastQC to evaluate the quality of raw, paired-end reads. Adaptors and reads of less than 36 base pairs in length were trimmed from the raw reads using Trimmomatic (version 0.36). HISAT2 (version 2.1.0) was used to align reads to the *Drosophila* transcriptome-bdgp6, and the resulting BAM files were converted to SAM files using SAMtools (version 1.8). Converted files were counted with Rsubread (version 1.24.2) and loaded into EdgeR. In EdgeR, genes with counts less than one count per million were filtered and libraries normalized for size. Normalized libraries were used to identify genes that were differentially expressed between treatments. Genes with *P* value <0.01 and FDR <0.05 were defined as differentially expressed genes. Panther was used to determine GO term enrichment of downregulated and upregulated gene sets. FlyAtlas2 was used for tissue enrichment analysis of genes of interest.

### Immunofluorescence and microscopy

Flies were briefly washed with 95% ethanol then dissected in PBS to isolate intestines. Samples were fixed for 30 min at room temperature in 4% formaldehyde. Samples were quickly washed in PBS+0.3% Triton-X (PBT), followed by three 10 min washes in PBT. Samples were blocked for 1 h in PBT+3% bovine serum albumin (BSA) at room temperature, then incubated overnight at 4°C in PBT+3% BSA with 1° anti-Cora 1:100 (DSHB, C615.16). Samples were washed three times for 10 min in PBT, then incubated for 1 h at room temperature with 2° Alexa anti-mouse 1:500. Samples were briefly washed with PBT, followed by three 10 min washes in PBT. Hoechst DNA stain 1:500 was added to the second 10 min wash. Samples were washed in PBS, then mounted on slides in Fluoromount (Sigma-Aldrich F4680).

Slides were visualized on a spinning disk confocal microscope (Quorum WaveFX; Quorum Technologies Inc). The R4/R5 region of the posterior midgut of each sample was located by identifying the midgut–hindgut transition and moving one or two frames anterior from the attachment site of the Malpighian tubules. Images were acquired using Velocity Software (Quorum Technologies). Three-dimensional reconstruction was performed with Icy.

### Quantification of coracle

Quantification of localization of coracle in images was performed in FIJI. Three representative cells were selected per 40X image. For each cell, a transverse line was drawn across the bicellular junction into the cell to measure coracle expression. Peak expression was recorded as the junction value and 2.24 µm (10 px) into the cell from this peak level was recorded as the cytosol value. The junction/cytosol ratio was calculated from these two values. This was performed in triplicate for each cell, and the average of these three measurements was recorded as the value for the cell. Sample sizes for flies raised on HF (*n*=7 guts, 66 cells) and GSF (*n*=8 guts, 84 cells).

### Barrier function assays

For the smurf assay, HF and GSF were prepared as described with the addition of 1% erioglaucine disodium salt (Brilliant Blue FCF). Flies were raised on their respective diets and monitored daily for extraintestinal leakage of dye or ‘smurfing’. For the dextran sulphate sodium (DSS) challenge, flies were raised on either HF or GSF for 20 days, then transferred to either HF or GSF with 5% DSS added, respectively. Deaths were recorded daily and flies were transferred to fresh food every 2–3 days.

### Statistical analysis

Statistical analysis was performed using Graphpad Prism (Version 7.0). Statistical significance was set at *P*<0.05. Significance between two samples was determined by Student's *t*-tests. Significance in experiments with two independent variables were determined by two-way analysis of variance (ANOVA). For lifespan and survival analysis, significance was determined using log-rank (Mantel-Cox) test. Hazard function was determined with 5 day bins.

## Supplementary Material

Supplementary information

# Supplementary material for: A glucose-supplemented diet enhances gut barrier integrity in Drosophila
**Source:** Biol Open. 2021 Mar 8;10(3):bio056515. doi: 10.1242/bio.056515
**Supplement:** Supplementary information

**Table S1.**

**Components of holidic food.** The holidic medium was prepared following the published protocol and recipe using the original AA solution (Oaa) at 100mM biologically available nitrogen (Piper *et al.* 2014). Amounts listed are per 1 litre of food. Supplementation to the unmodified recipe is described.

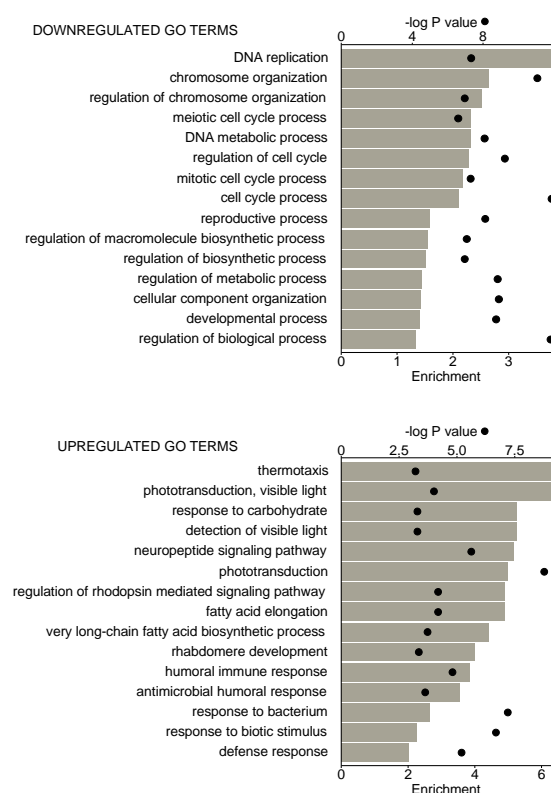**FIGURE S1**

**Figure S1. Microarray comparison of female flies raised on glucose-supplemented versus unmodified food.**

Gene Ontology (GO) analysis from down- or up-regulated differentially expressed genes from comparison of female flies raised on glucose-enriched food (100 g/L) versus unmodified holidic food. Bars (bottom x axis) represent enrichment scores and black circles (top x axis) represent  $-\log P$  values for each enriched GO term.

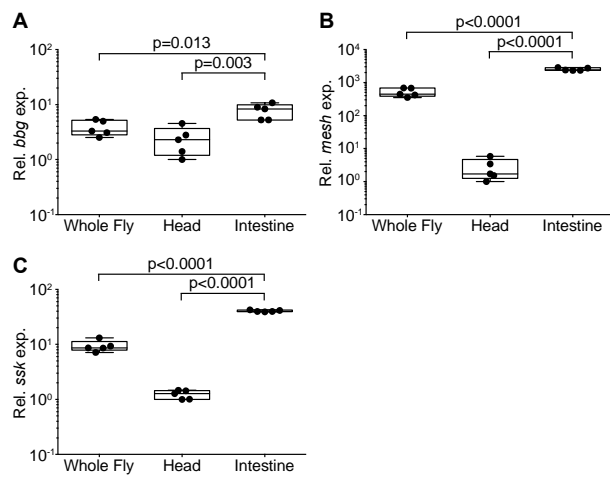

**FIGURE S2**

**Figure S2. Tissue expression of cell junction genes.**

**(A-C)** Quantification of the relative expression of (A) *bbg*, (B) *mesh*, and (C) *ssk* in whole flies, heads, or intestines from 20-day old *w<sup>1118</sup>* flies raised on unmodified holidic food (HF). Statistical significance determined by Student's T-test.

How the deposited data were processed for this re-analysis (not part of the article)

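RNA was sequenced from whole male flies after 20 days of adult life at 25°C on holidic food (HF) or on the same food with 50 g/L of added glucose (GSF), with 3 libraries per diet and 5 flies per library. The authors trimmed the reads with Trimmomatic (version 0.36), dropping reads under 36 bp, aligned them with HISAT2 (version 2.1.0), converted the alignments with SAMtools (version 1.8) and counted them on genes with Rsubread (version 1.24.2). The deposited files hold the authors' raw read counts for each of 17737 FlyBase genes in each library, before normalization. The authors also deposited a table of the comparison from edgeR for 14143 genes, with a log2 fold change, a p-value and an FDR for each, and these are the paper's values. Library totals lay between 51826530 and 66493536 counts.

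The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 3 libraries were kept (13373 genes), libraries were normalized by TMM, and the diets were compared with edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment. The paper's methods name edgeR, a filter at 1 CPM, normalization for library size and the thresholds, a p under 0.01 and an FDR under 0.05; the paper's text does not name the edgeR test. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values are given as mean and SD over the 3 libraries of a diet. Coordinates are those of the Ensembl annotation of BDGP6.54, and 17599 of the genes in the files had a symbol in the reference tables.

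Genes named in the text follow a rule set in the plan: every gene that the paper names or shows for the RNA-Seq, the insulin-like peptide genes and cora, members of the gene lists reported, and the 10 genes with the largest rise and the 10 with the largest fall past the threshold whose libraries do not overlap between the diets. CG45087 is among these. LManI, LManII and LManIV were chosen after their values were seen. The 25 lists cover immune, junction, metabolic and insulin genes and markers of tissues, and were written from general knowledge, also in the plan; 24 had at least 2 tested genes. Over these and the panels of Fig. 5C and 5D, 405 of 409 entries matched a gene of the files. Lists were tested with limma's camera at a preset correlation of 0.01 on log2 CPM values with a prior count of 2, and with fry, each two-sided and with Benjamini-Hochberg adjustment over the 24 lists. Of the 16 lists that passed camera at an FDR under 0.05, 6 also passed fry.

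The libraries carry replicate numbers 1 to 3 on each diet. Libraries with the same number deviated from their diet's mean in the same direction across genes, with correlations of 0.188, 0.247 and 0.476, against between -0.309 and 0.115 for the 6 pairs with different numbers. These correlations are across genes, which are not independent replicates. The numbers were treated as pairing the libraries on the evidence of the counts alone, since neither the labels nor the paper state what a number shares. Deviations from a diet's mean cancel out within the diet, so these correlations also depend on each other. With few ways to match the libraries, chance could give this pattern, and calls made only with the block rest on the pairing. A fit with the replicate number as a block is given where it changed a call or a count of calls by more than 1.5 times.

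Each test was run on simulated counts for the 13373 genes with the means and library sizes of the data. With 200 genes changed 2-fold, the quasi-likelihood test recovered 195 with 6 false calls, the likelihood ratio test 197 with 30, the exact test 197 with 28, DESeq2 196 with 34, and the quasi-likelihood test with the block 192 with 8. With no gene changed, the quasi-likelihood test made 1 false call, DESeq2 made 5, and the likelihood ratio and exact tests made 8 each. A slope of 0.100 in log2 fold change per doubling of gene length, put into the simulated GSF libraries, was 0.000 after the length trend was removed. With this slope the quasi-likelihood test made 53 false calls, and 10 after the removal. On simulated lists camera called 5 of 5 changed lists and 0 of the other lists in a set of 25. All simulated genes varied independently, so this could not test camera on lists whose genes vary together.

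The alternatives were other scalings (the size factors of DESeq2 in edgeR, library size alone, upper quartile), other tests (edgeR's likelihood ratio and exact tests, DESeq2), other filters (1 CPM in all 6 libraries, or none), other thresholds (a fold change of at least 2, or an unadjusted p under 0.05), the data without the 50 genes with the highest counts, the replicate block, and each library left out in turn. The exact test on the genes of the authors' deposited table, the removal of a smooth trend of each library's log2 CPM on exonic length (a spline with 5 degrees of freedom, on the 13277 tested genes with a length), and that removal with the block were added after the data were seen. Gene ontology enrichment and tissue enrichment were not repeated, since their sources were not used here, and GC content was not examined because no genome sequence was used here. The microarray, RT-qPCR and imaging data of the paper were not analysed here.

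In the deposited counts, 129 groups of genes (273 genes with at least 100 counts in total) have equal counts in all 6 libraries; in 127 of these groups the genes overlap in exons, and in 5 they lie on opposite strands. Of the tested genes with a position, 5271 share exonic sequence with another gene, and 268 of the differentially expressed genes do. Values of such genes include reads that the counting could have assigned to either gene.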

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

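The tests of explanations in this part were chosen after the results were seen. The tests of genes and lists, the replicate block and the fits without a library were in the plan.

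CG43920 and CG45045, which the paper does not discuss, were among the 10 genes with the largest rise. CG43920 rose by 6.503 on the log2 scale (adjusted p = 0.0159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between 1.19e-09 and 0.0738 over its alternatives), from 36, 30 and 22 counts on HF to 6253, 436 and 2196 counts on GSF, and did not pass without HF replicate 1 (adjusted p = 0.0738). CG45045 rose by 5.61 (adjusted p = 0.00716, between 3.48e-13 and 0.0406 over its alternatives), from 35, 98 and 22 counts on HF to 4484, 1341 and 2558 counts on GSF. A single GSF library with an infection would leave the other GSF libraries near HF. With 1 GSF library left out the lowest log2 fold changes were 5.38 for CG43920 and 5.11 for CG45045, which argues against a single library as the source. Neither gene overlaps the exons of another gene in the annotation. Both had the same order of GSF libraries as the antimicrobial peptide genes, so they may belong to the same response. Whether the diet or microbes shared by the GSF cultures raised them was not tested.

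CG43109, which the paper does not discuss, rose by 5.04 (adjusted p = 0.00789 from the same test). Its annotated exons share 48 of 261 bp with DptB on the other strand. If reads of DptB were counted on it, its counts would be a steady share of those of DptB. The share was between 14.96% and 16.4% in 5 libraries and 28.1% in HF replicate 3, where the counts were lowest, so the highest share was 1.88 times the lowest, while the counts of CG43109 differed 119-fold between libraries. The rise is consistent with reads of DptB counted on the overlapping gene, and a transcript of CG43109 that follows DptB stays open.

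LManIII, LManV and LManVI, lysosomal alpha-mannosidase genes that the paper does not discuss, changed by -2.31, -2.23 and -1.64 (adjusted p = 0.0146, 0.00795 and 0.00507 from the same test). LManIII did not pass without HF replicate 1 (adjusted p = 0.0536), GSF replicate 1 (0.0727) or GSF replicate 2 (0.0611), nor LManV without GSF replicate 1 (0.0505). They lie side by side on chromosome 2L, and LManIV between them had 16 counts in all. LManI and LManII, elsewhere on 2L, changed by -0.38 and -0.40 (adjusted p = 0.0738 and 0.0397; LManI passed with the replicate number as a block, 0.0301). With each library's trend on gene length removed and the replicate number as a block the median of the 3 genes was -2.19, and with 1 library left out it came no closer to 0 than -1.98, so neither a length trend nor a single library explains the fall. Reads shared between copies stay open, since the authors' counts do not show them. A response to the diet in the tissue that expresses these genes may account for the fall, but was not tested.

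The list of midgut proteases, which the paper does not discuss, had a median log2 fold change of -0.977, with 18 of 19 genes lower, 4 of them past the threshold and 10 at an unadjusted p under 0.05. The list passed camera (adjusted p = 6.47e-07, and 7.36e-09 with the replicate number as a block) and not fry (adjusted p = 0.0946, and 0.0401 with the block). Leaving out 1 library moved the median to between -1.151 (without GSF replicate 3) and -0.625 (without HF replicate 3; -0.649 without GSF replicate 1), with 0 genes past the threshold without GSF replicate 1 and 2 without GSF replicate 2, while 11 passed with the block; 2 of the 10 splits of the 6 libraries, the split by diet included, gave a camera p as small, while 1 of the 4 splits that part all replicate pairs did. A smaller share of intestinal RNA in the GSF libraries would lower midgut identity genes as well. Their median was 0.166, with 6 of 8 higher, which argues against it. Lower expression of the proteases within the midgut may explain the fall, and a chance difference between libraries cannot be told apart from it by these splits. Of the 4 that part all pairs, the diet split had the smallest camera p. So few splits cannot give a share below 1 of 4.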

How the results depend on the processing

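Of the alternatives, 18 were planned and 3 were added after the data were seen. The scalings left the numbers of differentially expressed genes within 1.5 times (247 to 268 higher, 369 to 429 lower), the median log2 fold change of all genes between 0.001 and 0.018, and the share of higher genes among them between 36.6% and 42.1%. The filters and the removal of the 50 genes with the highest counts also left these numbers within 1.5 times.

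More genes passed with the likelihood ratio test (470 higher), the exact test (469 higher) and DESeq2 (567 higher and 815 lower), and, with a test added after the data were seen, 488 higher for the exact test on the genes of the authors' table. A fold change of at least 2 left 46 higher and 48 lower genes, 0 of Fig. 5C and 12 of Fig. 5D. At an unadjusted p under 0.05 there were 1307 higher and 1324 lower genes, 22 of Fig. 5C and 29 of Fig. 5D. These changes follow from the tests and thresholds themselves. In the simulated data without a change the likelihood ratio and exact tests made 8 false calls each and the quasi-likelihood test made 1.

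With the replicate number as a block, 910 genes were higher and 872 lower, 20 genes of Fig. 5C and 22 of Fig. 5D passed, and Myc passed the threshold (0.287, adjusted p = 0.0484). With the length trend removed as well, which was added after the data were seen, 732 genes were higher and 919 lower, and 11 genes of Fig. 5C and 22 of Fig. 5D passed. The adherens junction and polarity list was then no longer past the threshold (0.045, 9 of 15 genes higher). The block also brought Ssk, Tsp2A, bark, shg, Pepck2, bmm, PGRP-LB, LysX, mex1, LManI, Lsp2, Lsp1beta, Anp, modSP and sphe past the threshold. Among the lists it changed the fry calls of gluconeogenesis (to 0.0578) and the midgut proteases (to 0.0401) and both calls of the enteroendocrine list. It changed no other call among the genes and lists given in the text.

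Across the 6 fits that each left out a library, between 48 and 224 genes were higher, between 68 and 296 were lower, between 0 and 4 genes of Fig. 5C passed (0 without HF replicate 1 and 0 without GSF replicate 1), and between 2 and 16 genes of Fig. 5D passed (2 without HF replicate 1 and 3 without GSF replicate 1). At an unadjusted p under 0.05, 2067 genes passed without HF replicate 1 and 2241 without GSF replicate 1. These fits hold fewer libraries. The septate junction list lay between 0.063 and 0.235, and was not past the threshold without HF replicate 3 (0.063). The adherens junction and polarity list lay between 0.040 (without GSF replicate 2) and 0.163. hoka was reversed without HF replicate 3 (-0.039) and without GSF replicate 1 (-0.050), within its error in each fit, and lay between -0.050 and 0.142. The cause was not tested for the septate junction list or for hoka.

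The antimicrobial peptide, gluconeogenesis and lipid catabolism lists kept their direction and stayed past the camera threshold under every alternative run. With fry, the antimicrobial peptide list did not pass, and the gluconeogenesis list did not pass with the replicate block (adjusted p = 0.0578) or with the length trend removed as well (adjusted p = 0.0529). Of 587 planned checks on 37 single genes, 510 kept direction and side of the threshold and 77 changed: 47 weaker, 28 stronger and 2 reversed. PGRP-SC1a and Ilp5 were below the filter and were not tested.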

Differences from the paper's values

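The paper's number of upregulated genes is 488, and 267 were found with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the likelihood ratio test (470), the exact test (469) and DESeq2 (567) came within 1.5 times of the paper's number. The other scalings (247, 268 and 248), the filters (245 and 264), the data without the 50 genes with the highest counts (265), the replicate block (910), the fits without a library (between 48 and 224), a fold change of at least 2 (46) and an unadjusted p under 0.05 (1307) did not. The exact test on the 14143 genes of the authors' deposited table, chosen after seeing the values, gave 488 higher and 555 lower genes, which are the paper's numbers. Its log2 fold changes differed from the deposited ones by at most 4.5e-08 and its log10 p-values by at most 0.002. On the same genes the likelihood ratio test gave 494 higher and 561 lower genes and the quasi-likelihood test 271 and 391. The deposited table holds 770 genes with less than 1 CPM in 3 libraries. Of the 687 genes differentially expressed here, 665 are past the same thresholds in the deposited table.

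The paper's log2 fold change of PGRP-SB1 is about 0.9 in Fig. 5A, read by eye, and 1.59 was found. None of the alternatives set before the data were examined closed the gap, with values between 1.38 and 1.73. In Fig. 5D the paper shows about 1.6 for the same gene, read by eye, and the authors' deposited table has 1.591. The gap is therefore to the point read in Fig. 5A alone.

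The legend of Fig. 5D gives all its genes as differentially expressed at an unadjusted p under 0.05. Here Def and LysX did not pass that threshold with edgeR's quasi-likelihood test (adjusted p = 0.258 and 0.311 with Benjamini-Hochberg adjustment), and PGRP-SC1a was below the filter on counts. Def passed the threshold of the legend with each other scaling, the likelihood ratio and exact tests and no filter, and without HF replicate 2, GSF replicate 2 or GSF replicate 3. LysX passed it with the likelihood ratio and exact tests, without HF replicate 1 or GSF replicate 3, and with the replicate block (adjusted p = 0.0148, between 0.0148 and 0.682 over its alternatives). In the authors' deposited table all 32 genes pass it, as they do with the exact test on its genes, which was chosen after seeing the values.

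Among the genes of Fig. 5C, the deposited table also has bark and Ssk past the thresholds of Fig. 5A, and here these passed with the likelihood ratio test, the exact test, DESeq2 and the replicate block. The paper states that Myc was not differentially expressed, and here it was not, except with the replicate block (adjusted p = 0.0484 from edgeR's quasi-likelihood test).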

Other observations

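The tests of other splits of all genes, of intestinal RNA and of single libraries in the antimicrobial peptide genes were in the plan. So were the tests of genes and lists, the replicate block and the other scalings. The fits without a library or without the genes with the highest counts were also planned. The other tests of explanations in this part were chosen after the results were seen.

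The number of differentially expressed genes was compared with that from the other ways to split the 6 libraries into 3 and 3. In 1 of the 10 splits, the split by diet, as many genes passed; the highest number in another split was 1, with between 102 and 1542 genes at an unadjusted p under 0.05. The splits differ in the pairs they part: 4 splits, the split by diet included, part all replicate pairs, and 6 part a single pair. With the block, 1782 genes passed for the diets and 0 in each of the other 3 splits that part all pairs. For the genes of Fig. 5C and of Fig. 5D, 1 of the 10 splits gave as many. For the camera p of the lists, 1 of the 10 splits gave a value as small for gluconeogenesis, lipid catabolism and lipogenesis, 2 for the antimicrobial peptides, and 3 for the septate junction list and for the adherens junction and polarity list. Among the 4 splits that part all pairs, 2 gave a value as small for the antimicrobial peptides and the septate junction list, and 1 for the others. The smallest camera p in another split was 6.87e-10 for the septate junction list and 5.01e-20 for the antimicrobial peptides. Each of the other splits sets 2 libraries of a diet against 1, so diet contributes to these values. With 10 splits the share cannot fall under 0.1 whatever the data, so the number of splits alone decides nothing. The other splits also mix the diets within each group, which widens the spread there and lowers their calls, so the distance to them was partly set in advance. The 1 false call in simulated counts without a change argues against independent sampling noise as the whole source of the differentially expressed genes. That simulation held no effect of replicate number, gene length or single libraries, so a difference between the libraries other than diet stays open.

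A few genes that take most of the counts could shift the scaling of all others. The 50 genes with the highest counts took between 26.9% and 31.9% of them. Without these, 673 of the 687 differentially expressed genes also passed. TMM already limits the weight of such genes, so this fit alone could hardly have shown a shift. With scaling by library size alone, 613 of the 687 passed, which argues against these genes as the source of most calls.

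A larger share of intestinal RNA in the GSF libraries could raise junction genes, and would raise midgut identity genes and midgut proteases at least as much. The median log2 fold change of the 8 midgut identity genes was 0.166, with 1 of them at or above the median of the genes of Fig. 5C (0.35), and that of the 19 midgut proteases was -0.977. The 12 genes of Fig. 5C whose top tissue is marked as intestinal tract had a median of 0.37 and the other 10 a median of 0.29. The genes of Fig. 5C were chosen on these libraries, so their median is not a fair mark for this comparison. The septate junction list and the adherens junction and polarity list, written without these counts, had medians of 0.13 and 0.11, below that of the midgut identity genes. The proteases argue against a larger share only if their expression within the midgut held, which was not tested. A larger intestinal share therefore stays open, as does higher expression within the tissue. mex1 (0.33, adjusted p = 0.0668 from edgeR's quasi-likelihood test, and 0.0263 with the replicate block) and Npc1b (0.93, adjusted p = 0.189) would go with a larger share.

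A single GSF library with an infection could raise the antimicrobial peptide genes. With 1 GSF library left out the lowest median of the list was 3.11, and in 12 of 14 genes all GSF libraries lay above all HF libraries, which argues against a single library. For PGRP-SC1b the log2 fold change without GSF replicate 1 was 0.305, against 2.41 with all libraries, so its rise is consistent with a single library. PGRP-SC1a, not tested, had 640 counts in GSF replicate 1 and between 42 and 72 in the other libraries. Microbes shared by the GSF cultures could raise the antimicrobial peptide genes in every GSF library and were not tested.

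Log2 fold changes followed the exonic length of genes, with a Spearman correlation of 0.25 across 12085 protein-coding genes, which are not independent replicates. Libraries of the same diet also differed along length, with correlations between the deviation from the diet's mean and length from -0.50 (GSF replicate 1) to 0.34 (GSF replicate 2). Of the 3021 longest of these genes, 82 were past the threshold as higher and 21 as lower, and of the 3025 shortest, 51 as higher and 134 as lower. With each library's trend removed, 242 genes were higher and 454 lower, and 600 of the 687 differentially expressed genes were among them. A trend of this kind could raise lists of long genes. With each library's trend removed and the replicate number as a block, a Spearman correlation of 0.081 with length remained across the protein-coding genes. The septate junction list then had a median of 0.102 (adjusted p = 0.00338 from camera, 0.143 from fry). This argues against the removed part of the trend as the whole cause. The adherens junction and polarity list, with a median exonic length of 6400 bp, fell to 0.045 (adjusted p = 0.0611 from camera, 0.00999 from fry), so a length trend and a rise with diet cannot be told apart for this list, whose members then go both ways. The lipid catabolism list was at -0.400 and the lipogenesis list at -0.389 (adjusted p = 4.38e-12 and 1.41e-07 from camera), which argues against length as their cause.

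A smaller share of fat body RNA in the GSF libraries could lower lipogenesis genes. The lipoprotein genes of the fat body list went both ways, with a median of 0.004 (apolpp 0.30, Apoltp 0.004, Mtp -0.23), which decides nothing. The storage protein genes of that list changed by -3.07 (Lsp2, adjusted p = 0.0765 from edgeR's quasi-likelihood test, and 0.0153 without GSF replicate 3) and -1.70 (Lsp1beta, adjusted p = 0.114). Both passed with the replicate block (adjusted p = 0.00526 and 0.00389), which goes with a smaller share. A smaller share of fat body RNA and lower expression of lipogenesis genes therefore cannot be told apart, since the genes of the fat body list move apart. A smaller share was not tested as a source of the fall of the gluconeogenesis and lipid catabolism lists.

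The other lists had these medians and adjusted p from camera. The JAK/STAT and stress list was at 0.58 (0.0221, and 0.315 from fry; not past it without HF replicate 3, 0.246 with a median of 0.295, or GSF replicate 2, 0.133; median 0.924 without HF replicate 2), the insulin list at 0.016 (0.465), the innexin list at 0.04 (0.556), the enteroendocrine list at 0.20 (0.0334, and 0.0468 from fry; 0.0739 and 0.117 with the replicate block; not past it without HF replicate 1, 0.0827, HF replicate 2, 0.0591, or GSF replicate 1, 0.0646), the midgut identity list at 0.17 (0.0925; 0.0396 without HF replicate 2), the accessory gland list at -0.22 (0.00344, and 0.206 from fry; 0.0765 without HF replicate 3), the testis list at -0.006 (0.697), the flight muscle list at -0.047 (0.465), the eye list at -0.087 (0.174), the fat body list at -0.23 (0.174; 0.0331 without GSF replicate 3) and the hemocyte list at 0.031 (0.739). The direction of the insulin list changed without HF replicate 1 (-0.010) and GSF replicate 2 (-0.051), that of the flight muscle list without HF replicate 2 (0.011), that of the hemocyte list without HF replicate 3 (-0.083), and that of the testis list without HF replicate 1 (0.045), HF replicate 3 (0.078) and GSF replicate 2 (0.066). The eye list was at -0.031 without GSF replicate 1, -0.015 without HF replicate 2 and -0.131 without HF replicate 3, and the fat body list at -0.143 without HF replicate 1, -0.138 without HF replicate 2 and -0.383 without HF replicate 3. Of the ovary list 1 of 11 genes was above the filter in these males.

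Ilp3 rose by 0.98 (standard error 0.20, adjusted p = 0.0365 from edgeR's quasi-likelihood test, between 4.19e-04 and 0.115 over its alternatives; not past the threshold in any fit without a library, 0.0539 to 0.115) in these whole flies, from 0.947 ± 0.136 CPM (SD, n = 3) to 1.86 ± 0.36 CPM. Ilp2 differed by -0.18 (standard error 0.12, adjusted p = 0.49), and Ilp5 was below the filter. cora differed by 0.20 (standard error 0.10, adjusted p = 0.358).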
